# Cytosine methylation and hydroxymethylation mark DNA for elimination in *Oxytricha trifallax*

**DOI:** 10.1186/gb-2012-13-10-r99

**Published:** 2012-10-17

**Authors:** John R Bracht, David H Perlman, Laura F Landweber

**Keywords:** epigenetics, DNA degradation, heterochromatin, methyltransferase, 5-Aza-2'-deoxycitidine, 5-azacytidine, azacitidine, decitabine

## Abstract

**Background:**

Cytosine methylation of DNA is conserved across eukaryotes and plays important functional roles regulating gene expression during differentiation and development in animals, plants and fungi. Hydroxymethylation was recently identified as another epigenetic modification marking genes important for pluripotency in embryonic stem cells.

**Results:**

Here we describe *de novo *cytosine methylation and hydroxymethylation in the ciliate *Oxytricha trifallax*. These DNA modifications occur only during nuclear development and programmed genome rearrangement. We detect methylcytosine and hydroxymethylcytosine directly by high-resolution nano-flow UPLC mass spectrometry, and indirectly by immunofluorescence, methyl-DNA immunoprecipitation and bisulfite sequencing. We describe these modifications in three classes of eliminated DNA: germline-limited transposons and satellite repeats, aberrant DNA rearrangements, and DNA from the parental genome undergoing degradation. Methylation and hydroxymethylation generally occur on the same sequence elements, modifying cytosines in all sequence contexts. We show that the DNA methyltransferase-inhibiting drugs azacitidine and decitabine induce demethylation of both somatic and germline sequence elements during genome rearrangements, with consequent elevated levels of germline-limited repetitive elements in exconjugant cells.

**Conclusions:**

These data strongly support a functional link between cytosine DNA methylation/hydroxymethylation and DNA elimination. We identify a motif strongly enriched in methylated/hydroxymethylated regions, and we propose that this motif recruits DNA modification machinery to specific chromosomes in the parental macronucleus. No recognizable methyltransferase enzyme has yet been described in *O. trifallax*, raising the possibility that it might employ a novel cytosine methylation machinery to mark DNA sequences for elimination during genome rearrangements.

## Background

DNA methylation is an epigenetic mark that alters gene expression and regulates genome stability in plants, animals and fungi [1-5]. As a stable, heritable repressive mark that is copied faithfully during DNA replication, DNA methylation of cytosine is crucial for the specification of cell lineages in mammalian and plant development [2-4,6,7] Demonstrating their essential functional roles, mutations in DNA methyltransferases (Dnmts) are lethal in mice and frogs [8-10] while mutations of the *de novo *methyltransferase Dnmt3a/b cause developmental disease in humans [11,12]. DNA methylation induces and reinforces the formation of heterochromatin, which is a tightly packed form of chromatin associated with the repression of transcription [2,4,13]. The most widely-studied regulatory methylation occurs at gene promoters, in CpG-rich regions termed 'CpG islands' [14,15], where it induces a transcriptionally silent epigenetic state that is inherited faithfully in descendant cells [4]. For example, the promoter of the stem cell pluripotency gene *Oct-4 *becomes methylated in differentiating cells, which leads to silencing and a block to reprogramming other stem cell fates in all cell progeny [16,17]. Another example is the development of the vertebrate immune system, in which cascades of transcription factors control cell fates; these fates are locked in by *de novo *DNA methylation of target gene promoters (reviewed in [18]). DNA methylation also plays a key role in oncogenic transformation: it has been known for over 15 years that cancer cell genomes display genome-wide abnormalities in DNA methylation patterns [19-23], some of which have been shown to be oncogenic [24] and to contribute to genome instability [25]. In particular, *de novo *methylation of tumor suppressor gene promoters occurs frequently in cancers, thereby silencing them and promoting transformation [19,21,22].

*Oxytricha trifallax *is a ciliated protist that performs genetic gymnastics in a complex developmental program to disentangle its genome [26]. Each cell contains two distinct types of nuclei: a germline micronucleus (MIC) that is usually transcriptionally silent, and a transcriptionally-active somatic macronucleus (MAC) that derives from the MIC but retains only 5% of its sequences [27]. The process of MAC development involves elimination of repetitive elements such as transposons [28-30] and satellite repeats [31]. In the developing, or zygotic, MAC, genes are reconstructed from relatively short segments, known as Macronuclear Destined Segments (MDSs), which are stitched together, often in a different order relative to their original order in the MIC, to produce nanochromosomes that typically contain only a single gene [26]. Genes are frequently interrupted by spacer sequences, known as Internal Eliminated Sequences (IESs), that are removed from the genome during the rearrangement process. MAC nanochromosomes are, on average, a little over 2 kb long, and there are approximately 20,000 different chromosomes in each macronucleus [26]. During the developmental process of genome rearrangement, one MIC genome irreversibly differentiates into a new, zygotic MAC, and the old, parental MAC genome degrades.

*Oxytricha *cells thus have to eliminate two sets of DNA during development of the zygotic MAC: the entirety of the parental MAC genome and the vast majority (95%) of the MIC genome (Figure 1) [26,27,32,33]. Here we present data that implicate DNA methylation and hydroxymethylation in both DNA degradation processes. Furthermore, we describe a type of DNA methylation/hydroxymethylation whose defining characteristic is modification of every cytosine in a local region of a chromosome in a context-independent fashion, as opposed to modification of specific motifs. This pan-cytosine modification in *O. trifallax *is consistent with a model in which methylation marks DNA segments for elimination (possibly through degradation into nucleotides, which are then released into the media [34]). We present functional data linking DNA methylation to the highly regulated and essential process of genome rearrangement in *O. trifallax*. Given that no recognizable methyltransferase enzyme has yet been described in *O. trifallax*, it is possible that this unusual methylation may be deposited by novel methylation machinery.

**Figure 1:**
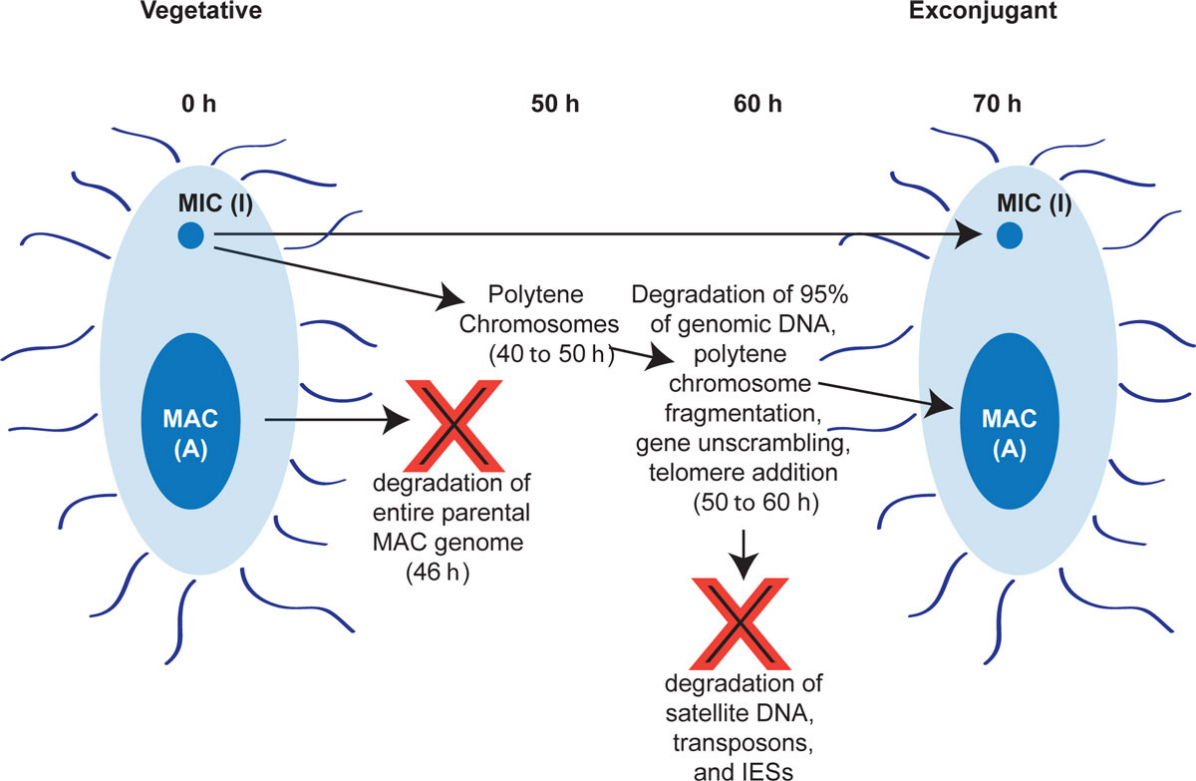
**Overview of the genome rearrangement process in *Oxytricha trifallax *and approximate timing of major events**. The two red Xs mark the degradation of two populations of DNA molecules during the genome rearrangement process. The macronucleus (MAC) and micronucleus (MIC) are both depicted.

The identification of cytosine methylation and hydroxymethylation as a degradation signal for DNA is novel although not entirely surprising, because the distantly related ciliate *Tetrahymena thermophila *uses repressive chromatin marks, including histone methylation of H3K27 [35] deposited by an Enhancer of Zeste (E(z)) homolog [36], along with several chromatin-recognizing proteins [37-39], to mark DNA for degradation. In addition, E(z) homologs (specifically, EZH2) in humans are known to recruit DNA methyltransferases [40]. However, neither DNA methylation nor hydroxymethylation has previously been implicated in a eukaryotic DNA degradation process. Therefore, the observations presented here significantly expand our understanding of functional roles for DNA methylation and hydroxymethylation in biology.

## Results

### Immunofluorescence reveals that cytosine methylation is specific to conjugation

To investigate the role of cytosine methylation in genome rearrangements, we harvested cells 46 h (hours) post-conjugation, fixed them and performed immunofluorescence against 5-methylcytosine (Figure 2a). Methylcytosine immunofluorescence signal was observed only in the degrading parental macronucleus of 46 h exconjugant cells and not in vegetative cells (Figure 2a). In the 46 h population of cells, only half contained detectable methyl-cytosine signal above background. However, it was possible to sort these cells by developmental stage based on nuclear morphology, and we designate these internal stages S0, for vegetative cells, and S1 through S4 for conjugating cells (see Figure 2e for criteria). Because *O. trifallax *cultures cannot be perfectly synchronized, the oldest cells (S4) are 46 h post-conjugation, but other cells are younger, and the youngest cells, a minority of the population, are approximately 30 h post-conjugation (S1), as determined by co-immunofluorescence with the temporal marker Otiwi1, a PIWI homolog (Figure 2d). These data show that methylcytosine does not localize in parental MAC until after Otiwi1 immunostaining is strongly reduced at approximately 40 h. In between S1 and S4 it is possible to distinguish two more stages based on the number of parental macronuclei and the size of the developing zygotic macronucleus (Figure 2a,b,e). These stages (S2 and S3) appear to correspond to approximately 36 and 40 h post-conjugation, respectively. Notably, the percentage of cells exhibiting cytosine methylation of the parental macronucleus rises to 75% and 100% in S2 and S3 cells, respectively, but drops to zero when the parental macronucleus is completely eliminated in S4 (46 h) cells (Figure 2a,b,e). These data suggest a model in which DNA degradation is signaled by significant cytosine methylation. Modified chromosomes of the parental macronucleus are eliminated along with their epigenetic DNA modifications during the degradation process. Due to the imprecision of the synchrony of *O. trifallax *cells, this process can be captured in the range of cells observed at a single timepoint (46 h) post-conjugation; the full methylation-degradation process appears to occupy only approximately 8-10 h (Figure 2e).

**Figure 2:**
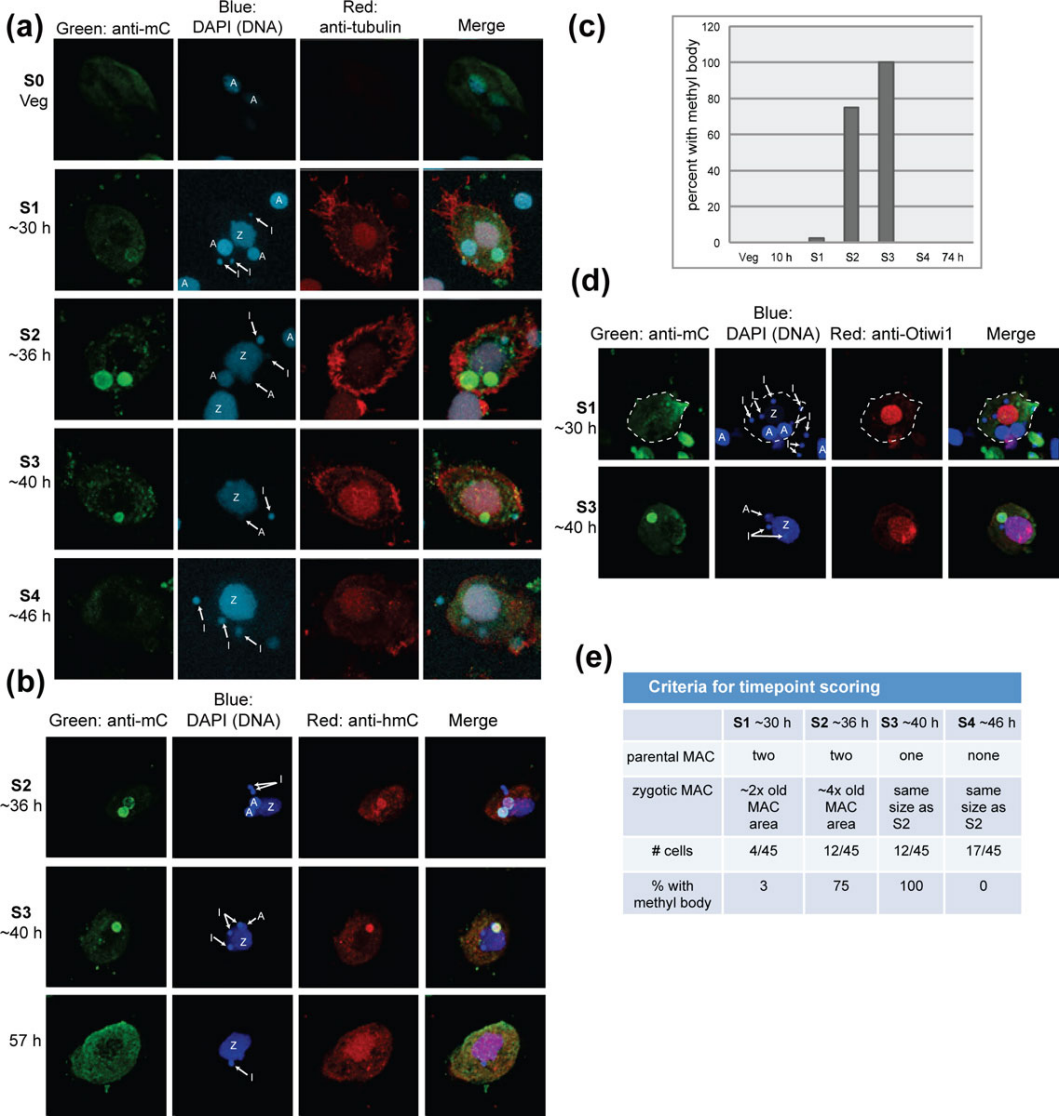
**Immunofluorescence of fixed *Oxytricha trifallax *cells during genome rearrangements**. **(a) **A methylcytosine signal appears during the 30-40 h (hour) window. Cells are staged by the nuclear morphology observed in single, well-timed cells. The micronucleus (I), parental macronucleus (A) and zygotic macronucleus (Z) are all indicated. **(b) **Co-immunofluorescence analysis shows co-localization of methylcytosine and hydroxymethylcytosine. **(c) **Quantification of methylcytosine-containing DNA-rich bodies (the parental macronucleus) in the 46 h population shown in (a), separated by cell stage. **(d)**. Co-immunofluorescence with methylcytosine and anti-Otiwi1, a temporal marker for zygotic macronucleus development. Note the temporal separation of Otiwi1 and DNA methylation during the transition between S1 and S3. **(e) **The nuclear morphology criteria used in (a) - (d) for staging cells. MAC, macronucleus; Veg, vegetative.

Hydroxymethylcytosine is an epigenetic mark only recently recognized as a biologically important modification, with roles distinct from DNA methylation [41,42]. We performed immunofluorescence with an anti-hydroxymethylcytosine antibody in *O. trifallax *(Figure 2b) and found detectable levels of this modification that overlap completely with DNA methylation (Figure 2b). In general, the methylcytosine immunofluorescense signal is more robust, but hydroxymethylcytosine consistently localizes to the same parental MAC in cells approximately 36-40 h post-conjugation. While methylation was not observed in any cells after S4 (when the parental MAC is eliminated), we consistently noted a faint hydroxymethylation signal in the zygotic MAC at this late stage cell (see the 57 h cell in Figure 2b).

### Detection of cytosine methylation and hydroxymethylation by mass spectrometry

The detection of cytosine methylation in organisms lacking methyltransferase enzymes has proven contentious. Because the modifications reported here are transient, and because we have not yet identified a cytosine methyltransferase enzyme in *O. trifallax*, we definitively confirmed the presence of cytosine methylation and hydroxylmethylation through direct detection by ultra high performance liquid chromatography (UPLC)-high-resolution mass spectrometry (MS) (Figure 3). To accomplish this, we subjected genomic DNA harvested from *O. trifallax *at various time points post-conjugation to degradation into nucleosides by treatment with nuclease and phosphatase enzymes. As a positive control and standard for the detection of 5-methylcytidine, 5-hydroxymethylcytidine and cytidine, we used enzymatically degraded PCR products obtained from PCR reactions containing fully cytosine-methylated, hydroxymethylated or non-methylated constituents. We subjected these free nucleosides to UPLC-MS using a capillary nano-flow UPLC system hyphenated to a high mass accuracy, high-resolution Orbitrap-based MS platform. This approach yielded chromatographic resolution of the nucleosides and modified nucleosides into their characteristic reversed-phase elution profiles, and enabled unambiguous confirmation of nucleoside identities by the accurate mass measurement of the Orbitrap mass spectrometer, which specified their atomic composition.

**Figure 3:**
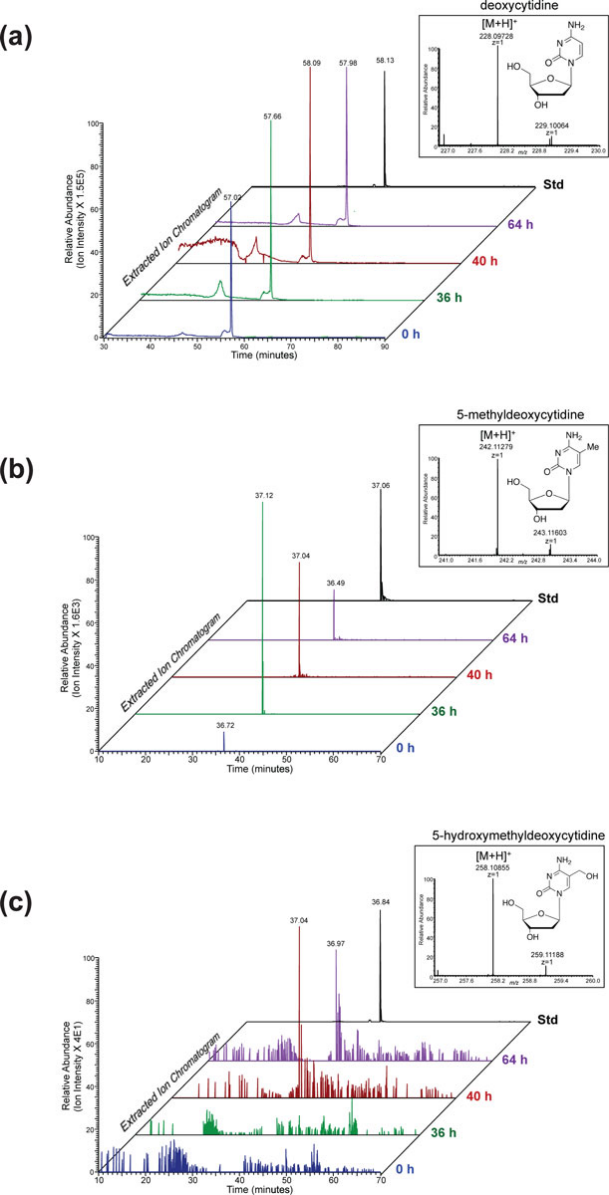
**Direct detection of 5-methylcytidine and 5-hydroxymethylcytidine in *Oxytricha trifallax *DNA using high-resolution nano-flow UPLC-mass spectrometry**. Nucleosides generated from purified *O. trifallax *DNA isolated 0 h, 36 h, 40 h and 64 h post-conjugation, or from standards (synthetic PCR products containing either unmodified nucleosides, 5-methylcytidine or 5-hydroxymethylcytidine), were subjected to LC-MS on a high-resolution nano-flow UPLC - Orbitrap mass spectrometry platform. Extracted chromatograms of the **(a) **cytidine, **(b) **5-methylcytidine and **(c) **5-hydroxymethylcytidine [M+H]^+ ^ions are shown, displaying a single prominent peak for each molecular species across the chromatographic timescale. Inset into the chromatograms are mass spectra of the detected [M+H]^+ ^ion for each molecular species; empirical mass measurements for these ions were each within ±0.0005 Da of theoretical values for cytidine, 5-methylcytidine and 5-hydroxymethylcytidine atomic compositions.

*O. trifallax *samples not only displayed the presence of both 5-methylcytidine (Figure 3b) and 5-hydroxyl-methylcytidine (Figure 3c), but also revealed temporal dynamics in abundance that were similar to those observed by immunofluorescence (Figure 2a,b). Relative 5-methylcytidine amounts increased sharply 36 h post-conjugation over vegetative levels, and then underwent a progressive decrease at the 40 h and 64 h time points (Figure 3b). In contrast, 5-hydroxylmethylcytidine was undetectable at the 36 h time point and only became detectable at 40 h post-conjugation, remaining elevated through the 64 h time point (Figure 3c). Both differed from unmodified cytidine levels, which were expectedly high and approximatelu equivalent throughout all time points (Figure 3a). The mass spectrometry data are publicly available at OxyDB, the *O. fallax *genome database [43].

### Deep sequencing of methylated DNA in the macronucleus and micronucleus

The immunofluorescence results and confirmation by mass spectrometry motivated a genome-wide search for sequences that become methylated specifically during genome rearrangement. We chose to use methyl-DNA immunoprecipitation coupled with deep sequencing (meDIP-seq) [44-52] to identify specific locations in the genome enriched for methylcytosine or hydroxymethylcytosine. Two Illumina sequencing libraries were constructed, one from vegetative cells, to act as a non-methylated/non-hydroxymethylated control, and one from 46 h post-conjugation DNA isolated from the same cells imaged in Figure 2a. Immunoprecipitation was performed as described [44], with either an IgG control, the methylcytosine antibody used for immunofluorescence (Figure 2) [53] or an antibody to hydroxymethylcytosine [54]. The immunoprecipitated material was subjected to high-throughput sequencing, from which between 5 million and 9 million reads were obtained from each library, sufficient to provide 10- to 20-fold coverage of the MAC genome. 

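The meDIP-seq experiment comprised 6 libraries, 1 for each combination of 2 stages, vegetative cells and cells at 46 h, and 3 immunoprecipitations, with IgG, the methylcytosine antibody or the hydroxymethylcytosine antibody. The values used here are the signals that the authors deposited. Each is the RPKM of a chromosome or contig at 46 h less its RPKM in vegetative cells with the same antibody, rounded to a whole number. Separate tables hold 22393 MAC chromosomes and 56 MIC sequences. The RPKM of each library and the number of reads behind a signal are not given in these tables, so the depth per chromosome is unknown and no counting interval is attached to a signal. With 1 library per stage and antibody, no difference between signals has a replicate check, and no p-value is given across chromosomes, which are not replicates. A list of chromosomes was instead set beside 10000 random lists of the same size, drawn within 10 bins of the absolute IgG signal, and its place among them describes these libraries only. Because the subtraction is made per stage, a sequence that has more copies at 46 h also has a positive signal with every antibody. The IgG signal is the value in the tables that follows copy number without an antibody to a modified base. The paper's methods name mouse control IgG, a mouse methylcytosine antibody and a rabbit hydroxymethylcytosine antibody. The IgG control is therefore not matched in species to the hydroxymethylcytosine antibody. Rounding to whole numbers makes the ratio of small signals coarse.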

The mapped reads were normalized for total read number (sequencing depth of each library) and chromosome/contig length, providing a reasonable abundance estimate for each genomic sequence (as reads per kb per million reads, or RPKM).

To establish the accuracy of our approach we plotted RPKM from vegetative IgG versus 46 h IgG, thereby visualizing the difference in copy number between conjugating and vegetative cells (Figure 4a). In this chart, each chromosome is represented by a point on a scatterplot, and two patterns are evident: a 46 hr-to-vegetative line with a slope of 1 (*R*^2 ^= 0.937), which contains the MAC chromosomes of *O. trifallax *at equal abundance in both vegetative and 46 h cells, and other sequences that are approximately five-fold enriched at 46 h relative to vegetative DNA (*R*^2 ^= 0.965) (Figure 4a). The 46 hr enriched sequences (blue triangles in Figure 4a) comprise MIC sequences that have not been filtered out of the MAC genome assembly; they lack terminal telomeres and consist of either repetitive satellite sequences or TBE (telomere bearing element) transposons, a *Tc1/mariner *class of transposons abundant in the *O. trifallax *micronuclear genome and eliminated during genome rearrangements.

**Figure 4:**
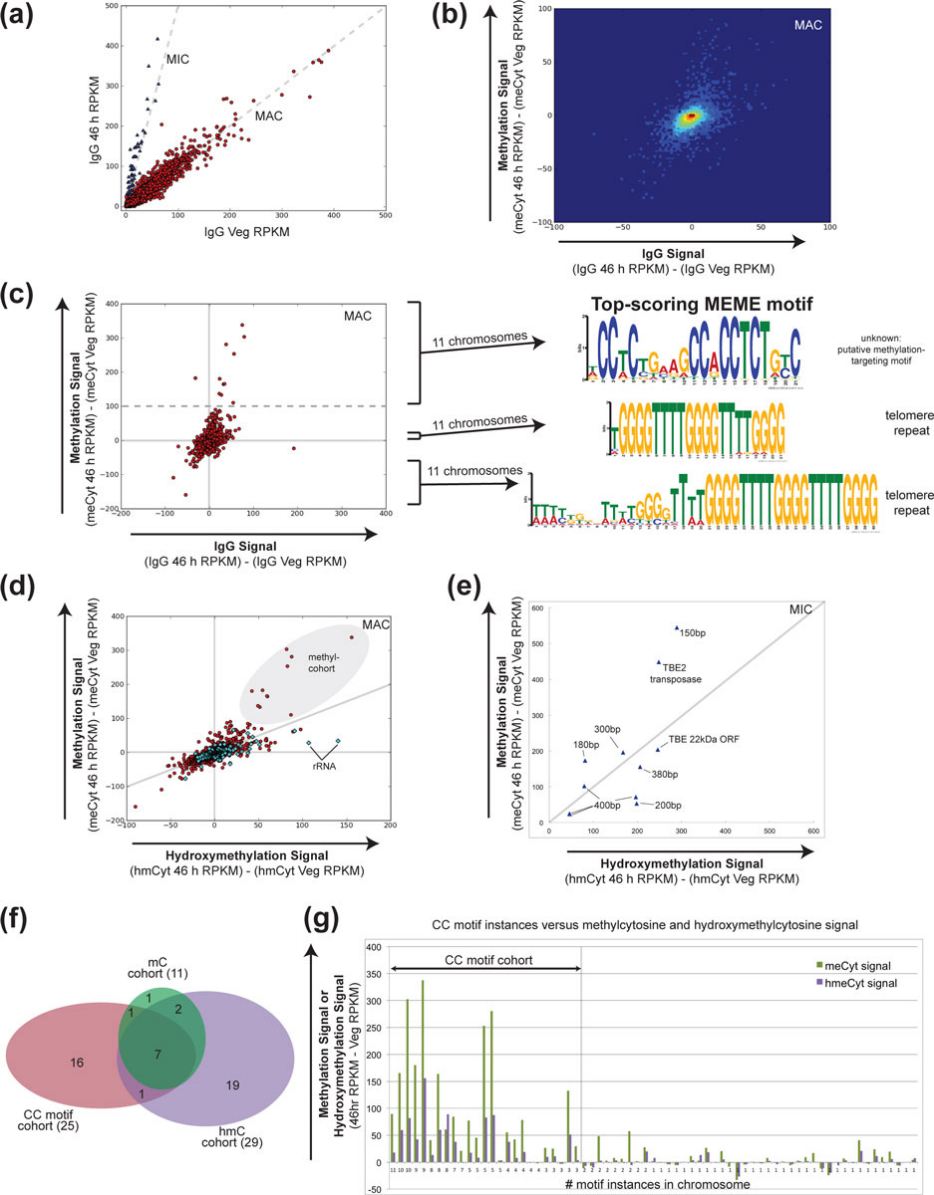
**Methyl-DNA-immunoprecipitation sequencing (meDIP-seq) analysis of DNA from 46 h conjugating cells shown in Figure 2**. All reads are presented in reads per kb per million (RPKM) to correct for length of sequences and sequencing depth. **(a) **IgG controls for both vegetative (x-axis) and 46 h DNA (y-axis). Micronuclear sequences are polyploid at the 46 h stage due to polytenization of chromosomes prior to genome rearrangements, and fall along a 5:1 gradient, shown as a dashed line. **(b) **Heatmap of methylcytosine immunoprecipitation (meCyt) reads with vegetative reads subtracted; IgG on the x-axis and methylcytosine on the y-axis. **(c) **A scatter plot to highlight the outliers along the y-axis in (b). The dotted line denotes the threshold (100 excess reads in 46 h meCyt) used to define the methylation cohort. These 11 chromosomes were fed into the MEME algorithm, which identified the CC motif on the right, which was highly statistically significant (MEME e-value = 2.8e-236); control cohorts of chromosomes were selected from the un-enriched population (middle) and depleted population (bottom): no motifs were found and the highest scoring motif in these cases was the telomeric sequence, G_4_T_4_G_4_T_4_G_4_. **(d) **Hydroxymethylcytosine (x-axis) versus methylcytosine (y-axis) immunoprecipitation data. Nanochromosomes encoding ribosomal proteins or the ribosomal RNA are shown as cyan diamonds; the rest of the nanochromosomes in the genome are plotted as red circles. Note co-enrichment of the methylation cohort with both methyl- and hydroxymethyl- modifications, and that the chromosomes encoding ribosomal RNA and ribosomal proteins are only enriched for hydroxymethylcytosine. **(e) **The same analysis as (b) and (c), but for micronuclear contigs separated from the genome assembly in (a). Representative satellite repeats (labeled with their repeat unit length) and TBE elements display a complex mixture, suggesting a heterogeneous combination of DNA modifications in the genome. The strong hydroxymethylcytosine signal for the 170 bp satellite repeat (10,953 hmCyt reads, x-axis; 4,166 meCyt reads, y-axis; Additional file 3) placed it outside the bounds of this figure. **(f) **Venn diagram of the methylation (mC) cohort, hydroxymethylation (hmC) cohort and CC motif cohort. **(g) **All 69 CC motif-containing chromosomes plotted with their methylation and hydroxymethylation signals from meDIP-seq data. IgG, immunoglobulin G; MEME, Multiple Em for Motif Election; TBE, telomere bearing element; Veg, vegetative.

During the *O. trifallax *sexual cycle (Figure 1), the MIC genome becomes amplified into polytene chromosomes prior to genome rearrangement and fragmentation into nanochromosomes. Published work supports polytenization of approximately 15-fold, reaching maximum amplification 40-50 h post-conjugation [26,33,34,55,56]. Given that our data suggest that the amplification at 46 h post-conjugation is approximately five-fold higher than that of vegetative cells, we conclude that our conjugating *O. trifallax *population had not reached full polytenization at the 46 hr timepoint, but that it was within two DNA replication cycles of maximal amplification. 

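The authors' deposited MIC table held 56 sequences, of which 55 were contigs of the assembly and 1 was a sequence used to map the 170 bp repeat. All 3 signals were above 0 in each of the 56. The IgG signal had a median of 88.5 over all 56 sequences and ranged from 23 to 721 over the 55 contigs, while that of the 170 bp repeat was 7442 in the authors' deposited table. Among the MAC chromosomes, by comparison, 25 of 22393 had an IgG signal of at least 40. The highest of these belonged to Contig9213.0, at 192 in the authors' deposited table, and to Contig7838.0, at 135. The vegetative RPKM is not in the tables, so the enrichment of these sequences at 46 h is given here as a difference and not as a fold.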

In total, there were 58 MIC-limited 46 hr-enriched contigs in the genome assembly, and these were extracted from the MAC genome and analyzed separately in all sub-sequent analysis. The ability to separate out known (and novel) MIC contigs from the MAC genome assembly confirms the general accuracy of the meDIP-seq approach for measuring DNA levels in a sample. Therefore, we turned next to analysis of the methylcytosine and hydroxymethyl-cytosine immunoprecipitation data.

Analysis of the meDIP data is complicated by two factors: firstly, the tendency of the methylcytosine and hydroxy-methylcytosine antibodies to bind, albeit weakly, to unmodified cytosine; and, secondly, the tendency of a given genomic sequence to bind non-specifically to the beads or to constant portions of the antibody. These phenomena generate noise in the meDIP-seq data (Figure 5b,c), which was filtered out in a two-step normalization process by taking advantage of the fact that neither methylcytosine nor hydroxymethylcytosine is detected in vegetative cells (Figures 2a and 3b,c). In the first step, the 46 hr reads were normalized for total read number and chromosome length, to give an RPKM value. In the second step, the RPKM value obtained with the same antibody from the vegetative cells, in which methylation and hydroxymethylation were not present, was subtracted from the first value. This normalization procedure was performed for the methylcytosine, hydroxymethylcytosine and IgG data, removing the majority of the noise in all three datasets. We designate each residual dataset, obtained by subtracting vegetative reads from 46 h reads, the 'signal' for the corresponding antibody (methylcytosine, hydroxymethylcytosine or IgG).

**Figure 5:**
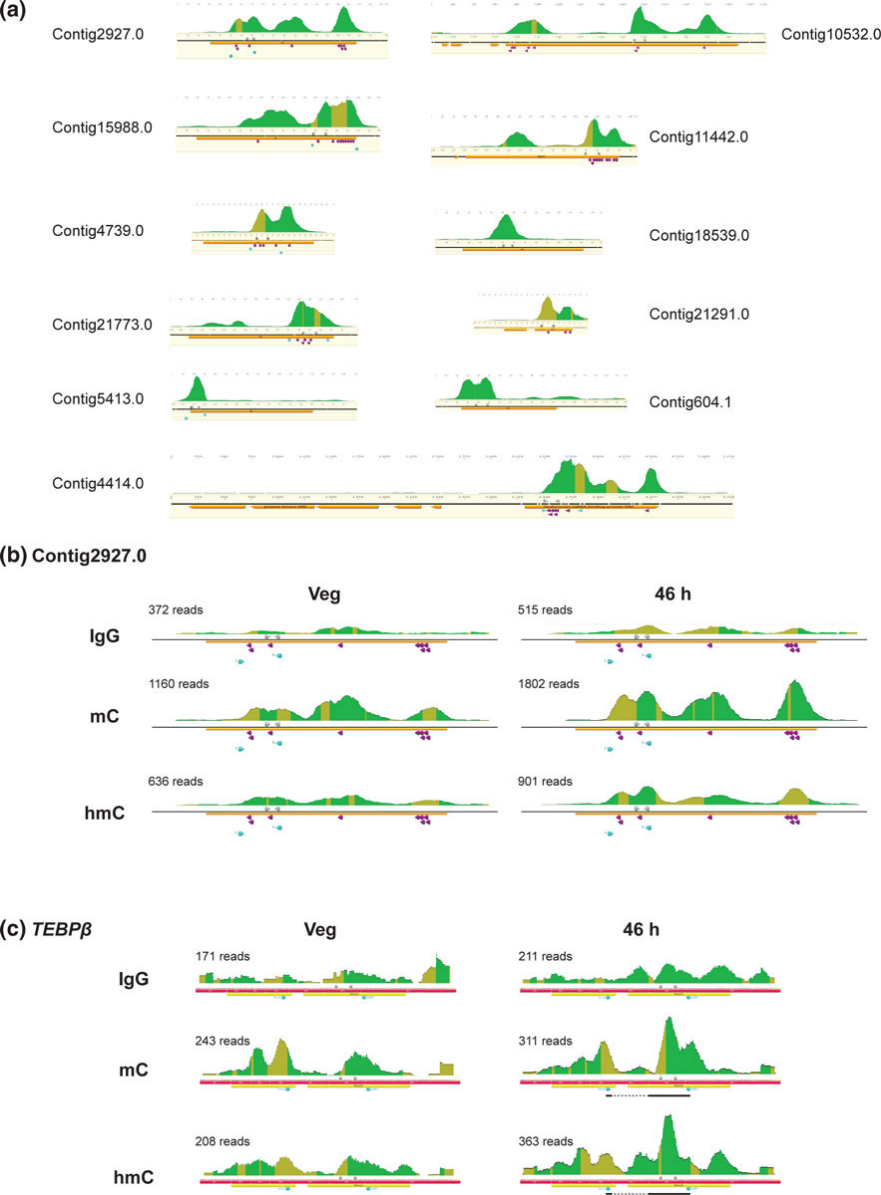
**Visualization of meDIP-seq data mapped to select *Oxytricha trifallax *chromosomes**. **(a) **46 hour methylcytosine immunoprecipitation reads mapped to the methylation cohort of eleven chromosomes (Figure 4c, above the dotted line). Read depth is represented by the peaks in the y dimension for each chromosome (scale not comparable between chromosomes). CC motifs are shown as purple arrowheads below the reads for each chromosome. The gold bar represents the ORF, consistently oriented from left to right in all chromosomes. Teal arrows indicate oligos used in bisulfite-PCR, while grey arrows shown above the ORF indicate oligos used in bisulfite-qPCR. **(b) **Scaled plot of Contig2927.0 meDIP-seq signal, the highest ranking chromosome in both the methylation and hydroxymethylation cohorts, for immunoprecipitation with IgG, methylcytosine (mC) and hydroxymethylcytosine (hmC) in both vegetative (negative control) and 46 h DNA. One million reads from each library were plotted at equal scales, so that the heights of peaks (and read numbers) are directly comparable. **(c) **Scaled plot of *TEBP**β ***showing enrichment both for methylcytosine (mC) and hydroxymethylcytosine (hmC), with plotting and scaling as in (b). Dark lines under 46 h mC and hmC plots represent the methylated/hydroxymethylated aberrantly spliced product identified by bisulfite-PCR (shown in Figure 6d,e). ORF, open reading frame; qPCR, quantitative PCR; *TEBP**β***, *Telomere End-Binding Protein ****β***; Veg, vegetative.

In examining the methylcytosine versus IgG signal in MAC, most chromosomes are clustered at zero on both axes (Figure 4b). 

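Among the 22393 MAC chromosomes, the mC signal lay within 10 of 0 in 21374 (95.4%) and the IgG signal in 21571 (96.3%), and both did so in 20955 (93.6%). The median was -1 for mC and 0 for IgG, with a median absolute deviation of 1 for each, and the SD across chromosomes was 7.43 for mC and 4.88 for IgG. All 3 signals were exactly 0 in 2844 chromosomes. Across chromosomes, the mC signal correlated with the IgG signal with a Pearson's r of 0.490 and a Spearman's rho of 0.371. The hmC signal correlated with IgG with r = 0.642 and rho = 0.453, and with mC with r = 0.728 and rho = 0.598. Chromosomes of 1 pair of DNA preparations are not independent replicates, and all 3 signals share the copy number of each chromosome, so these coefficients have no p-value. Without the members of the mC and hmC cohorts, Pearson's r of hmC with IgG moved most, to 0.599.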

Surprisingly, these data suggest that the majority of the MAC genome does not display detectable levels of cytosine methylation at 46 h. However, a skew of MAC chromosomes exhibiting an excess of reads from the 46 h sample is evident (Figure 4c). 

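The tails of the distribution were unequal. An mC signal above 50 was found on 43 MAC chromosomes and one below -50 on 13, while 12 lay above 100 and 2 below -100. The 2 lowest were Contig19410.0, with an mC signal of -160 in the authors' deposited table, and Contig9967.0.1, with -110. The IgG signal, for which no modified base is targeted, was above 50 on 11 chromosomes and below -50 on 4, and above 100 on 2 and below -100 on 0. The skew was limited to the tail. Over the whole table, 11.5% of chromosomes had a positive mC signal and 53.5% a negative one.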

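In descending order, the mC signals in the authors' deposited table began with Contig2927.0 at 338, Contig15988.0 at 303, Contig4739.0 at 281 and Contig21773.0 at 253. The authors' deposited table then gave 182 for Contig5413.0, 180 for Contig10532.0, 165 for Contig11442.0 and 164 for Contig4414.0. Next in the authors' deposited table were Contig18539.0 at 137, Contig21291.0 at 133, Contig7838.0 at 117 and Contig604.1 at 110. These 12 chromosomes were the ones with an mC signal above 100, and 11 of them are listed in Additional file 1, which does not list Contig7838.0. Between the twelfth and the next chromosome, Contig6569.0, the signal fell by 20, and the 8 steps that followed were of 5 or less. Among the 12, the steps ranged from 1 to 71, the largest lying between Contig21773.0 and Contig5413.0. With the IgG signal taken off, 10 of 12 remained above 100, the exceptions being Contig604.1 and Contig7838.0. The number of chromosomes depended most on the threshold, with 43 at a threshold of 50.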

There is a natural break in the distribution separating eleven chromosomes with over 100 excess reads (dotted line in Figure 4c) in the methylcytosine library. We therefore separated these chromosomes into a methylation cohort group for further analysis. This group of chromosomes encodes several predicted proteins of potential functional interest (Additional file 1), including DNA-binding proteins (an Alba protein, a zinc finger protein, and a TFIIA transcription factor), RNA-binding proteins (an RRM (RNA recognition motif)-containing protein and an LSm (Sm-like) domain-containing protein), and protein kinases. However, the reasons why these chromosomes might be preferentially methylated were not immediately clear from the intial analysis of our meDIP data. We therefore further analyzed these methylcytosine-enriched chromosomes for specific motifs by using the Multiple Em for Motif Election (MEME) software package [57].

A highly significant 20 bp-long pyrimidine-rich motif (MEME e-value = 2.8e-236) was identified in the methylation cohort chromosomes and not detected in control cohorts of eleven MAC chromosomes lacking enrichment in 46 h DNA (selected from the center of the distribution, the middle group in Figure 4c) or enriched in vegetative DNA (bottom group in Figure 4c). Due to the recurrence of CC in this motif, we termed it the 'CC motif'. The motif appears to be bipartite, with strong C-rich signals reaching maximum information content approximately 10 bp apart, which suggests a separation of one turn of the DNA helix (Figure 4c). The CC motif was present an average of five times on each methylation cohort chromosome, generally occurring in clusters (59 statistically significant motifs were present on eight of the eleven chromosomes). Of additional interest was the apparent correlation between the CC motif and the meDIP-seq data for those eight chromosomes that contained the motif; the motif mapped, in most cases, to the majority of observed peaks (Figure 5a). Three of the eleven methylation cohort chromosomes did not contain the motif, and it may be that these chromosomes instead contained more divergent instances of the motif that were less confidently identified by MEME, although the existence of other methylation-targeting motifs cannot be excluded. 

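The 3 cohort chromosomes with no CC motif in Additional file 1 were Contig5413.0, Contig18539.0 and Contig604.1, and they differed in their relation to IgG. Contig5413.0 had an IgG signal of -31 in the authors' deposited table, so that its excess of methylcytosine reads was accompanied by fewer IgG reads at 46 h than in vegetative cells. The ratio of mC to IgG signal was 5.96 for Contig18539.0 and 2.04 for Contig604.1. Contig604.1 had a ratio of hmC to IgG of 1.61, and Contig18539.0 one of 2.13.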

The fact that some meDIP-seq peaks did not correlate with the motifs in Figure 5a also supports the idea that additional methylation-targeting motifs remain unidentified in the analysis presented here.

To investigate the potential role of the CC motif further, we carried out a genome-wide scan to identify additional occurrences, using a stringent false-discovery rate of 1 × 10^-7 ^(that is, one false discovery per 10 million occurrences of the motif). Genome-wide, we observed 229 instances of the motif, on a total of 69 chromosomes, 61 of which were not in the methylation cohort. Furthermore, we observed that chromosomes with 3 or more CC motifs were also enriched for both methylcytosine and hydroxymethylcytosine at the 46 h timepoint (Figure 4g), so we label these 25 chromosomes (with 3 or more motifs) the CC motif cohort (Additional file 2).

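The 25 chromosomes of Additional file 2 had a median mC signal of 61, and none of 10000 random lists of 25 chromosomes reached it, the highest random median being 1. Their median hmC signal was 18, against a highest random median of 2. The mC signal was above the IgG signal on 22 of 25 chromosomes and the hmC signal on 20. Because the motif was found on the methylation cohort, the 8 members of that cohort are not independent of the observation. Over the other 17, the median was 41 for mC and 10 for hmC, and again no random list reached either. The paper labelled chromosomes with 3 or more motifs as this cohort after observing their enrichment. The 17 are therefore not an independent check either. The listed chromosomes also had a higher IgG signal than their random lists, with a median of 13 against -4, because matching on the absolute value pairs positive with negative signals. In a comparison chosen after seeing the data, each chromosome was replaced by one of the 50 chromosomes nearest to it in signed IgG signal. The random lists then had a median mC signal of 1 and a highest of 16, and 0 of 10000 reached the observed median. For hmC their median was 3, and 2 of 10000 reached the observed one. The enrichment was not shared by all listed chromosomes, as 4 of 25 had all 3 signals within 4 of 0.

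**Figure D1:**
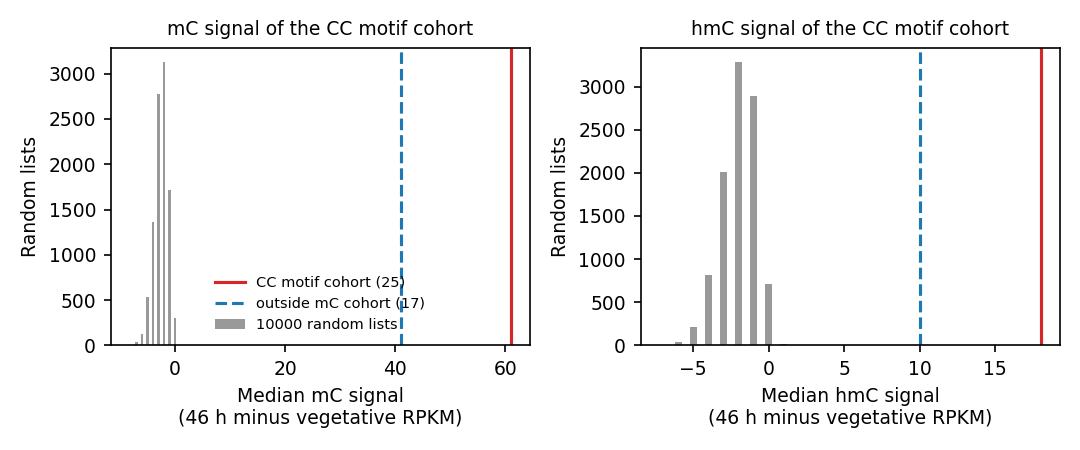
Median mC signal (left) and hmC signal (right) of the CC motif cohort beside 10000 random lists. The horizontal axis is the signal in RPKM at 46 h less vegetative RPKM, grey bars count random lists of 25 chromosomes matched on absolute IgG signal, the solid line is the median of the 25 listed chromosomes (61 and 18), and the dashed line that of the 17 outside the mC cohort (41 and 10).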

The CC-motif cohort includes additional, potentially informative candidates, including 3 new *Alba *genes, bringing the total identified in our methylation analysis to five (two were in the methylation cohort, Additional file 1). 

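The 3 chromosomes annotated as Alba in Additional file 2 that lay outside the methylation cohort were Contig6569.0, Contig16118.0 and Contig12052.0. Their mC signals in the authors' deposited table were 90, 41 and 45, and ranked 13, 52 and 46 among the MAC chromosomes. Their hmC signals in the authors' deposited table were 18, 13 and 8, and their IgG signals 14, 4 and 2.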

There was an overall enrichment in DNA- and RNA-binding proteins in this CC motif cohort (Additional file 2). 

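The chromosomes annotated as fibrillarin, Contig11749.0 and Contig12985.0, had mC signals of 27 and 25 in the authors' deposited table, which ranked 95 and 107 of 22393. Both lay below the threshold of the methylation cohort. In the authors' deposited table their IgG signals were 6 and 9 and their hmC signals 10 and 11.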

Strikingly, both *O. trifallax *genes encoding fibrillarin were identified in the CC-motif scan, with 3 CC motifs each (Additional file 2).

The hydroxymethylcytosine immunoprecipitation data yielded a similar picture to the methylcytosine immuno-precipitation, but there were also important differences. We performed a ranking of MAC chromosomes by their hydroxymethylcytosine signal, with minimum thresholds of 40 excess 46 h reads and a hydroxymethylation-to-IgG signal ratio of 1.5 (Additional file 3). 

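An hmC signal of at least 40 was found on 39 MAC chromosomes, and 28 of these also had a ratio of hmC to IgG signal of at least 1.5. In the opposite tail, 9 chromosomes had an hmC signal of -40 or below. All 28 are in Additional file 3, which lists 29. The remaining one, Contig21773.0, had a ratio of 1.48. Of the 12 chromosomes with an mC signal above 100, 8 met both hmC thresholds. The median of 10000 random lists of 12 chromosomes was 0 shared, and the highest was 2. The 4 that did not meet them were Contig15988.0 with a ratio of 1.04, Contig7838.0 with 1.27, Contig21773.0, and Contig5413.0, whose negative IgG signal gives no positive ratio. When an IgG signal at or below 0 was allowed to pass, Contig5413.0 entered and 9 were shared. With random lists matched on signed IgG signal, a comparison chosen after seeing the data, the median was 1 shared and the highest 6. These lists fell short of the cohort in IgG, with a median signal of 28 against 36.5. Matching on IgG cannot show whether the hmC antibody also bound methylcytosine on the shared chromosomes, so this stays open. Of the 20 chromosomes that met the hmC thresholds and not the mC threshold, 17 had a higher hmC than mC signal.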

Remarkably, we found that 9 of 11 methylation cohort chromosomes were also present in the hydroxymethylation cohort of 29 MAC genes (Additional file 3). 

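Among the chromosomes meeting both hmC thresholds, Contig2927.0 had the highest hmC signal in the authors' deposited table, at 156, with a ratio to IgG of 2.08. Over all MAC chromosomes it ranked 2, after Contig7838.0, whose hmC signal was 172 in the authors' deposited table. Contig4739.0, which ranked 3 by mC, had an hmC signal of 88 in the authors' deposited table.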

The top member is the same on both lists (unknown protein-encoding chromosome Con-tig2927.0), but the other overlapping members are mostly present in a slightly different order. In addition, several new chromosomes appear in the hydroxymethylation cohort, with ribosomal RNA chromosomes (two isoforms of the same genetic sequence) appearing second and third. 

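The rRNA chromosomes Contig2192.0.0 and Contig451.1 had hmC signals of 140 and 107 in the authors' deposited table, which were 2.06 and 2.68 times their IgG signals of 68 and 40. Their mC signals, 33 and 28 in the authors' deposited table, were below their IgG signals, with ratios of 0.485 and 0.70. The ratio of hmC to mC was 4.24 for Contig2192.0.0 and 3.82 for Contig451.1.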

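The chromosomes annotated as ribosomal proteins L12, L23 and S8e in Additional file 3 were Contig22477.0, Contig1434.1 and Contig16691.0. In the authors' deposited table their hmC signals were 91, 43 and 40, and their mC signals 63, 45 and 10. The ratio of hmC to mC was therefore 1.44, 0.956 and 4, and the L23 chromosome had slightly more mC than hmC signal. Relative to IgG, the hmC signal was 3.25, 5.38 and 3.08 times as high.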

Three ribosomal protein-encoding genes also appeared in the hydroxymethylation but not the methylation cohort. Several additional ribosomal protein genes were relatively more hydroxymethylated than methylated (Figure 4d, cyan diamonds).

The MIC genome contains many short repeats (J.R.B., L.F.L, manuscript in preparation). One of the most abundant has a 170 bp repeat unit that is completely eliminated from the developing macronucleus during genome rearrangement [31]. This repeat was strongly enriched in hydroxymethylcytosine meDIP data (Additional file 3). In addition, several other satellite repeats were also significantly enriched for hydroxymethylcytosine relative to methylcytosine (Additional file 3). 

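For the 170 bp repeat the authors' deposited table gave an hmC signal of 10953 and an mC signal of 4166. The ratio of hmC to mC was 2.63. The rise in copy number at 46 h is contained in both, and relative to the IgG signal the hmC signal was 1.47 times as high and the mC signal 0.56 times. The repeat ranked 1 of 56 MIC sequences by each of the 3 signals.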

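The other satellite repeats of Additional file 3 were Contig1121.0, Contig7370.0, Contig5781.0, Contig5546.0 and Contig7588.0. Their hmC signals in the authors' deposited table were 206, 198, 197, 47 and 46, and their mC signals 156, 53, 71, 24 and 25. Their IgG signals in the authors' deposited table were 133, 111, 132, 23 and 29, so that the mC signal was below IgG for Contig7370.0, Contig5781.0 and Contig7588.0. The ratio of hmC to mC was highest for Contig7370.0, at 3.74, and lowest for Contig1121.0, at 1.32. These ratios come from 1 library per arm, and no test of their significance was possible.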

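The MIC sequences of Additional file 1 were the 5 in the table with an mC signal at least 1.5 times their IgG signal. The ratio was 2.41 for Contig1199.1, 2.24 for Contig2338.0, 2.13 for Contig7430.0, 1.99 for Contig7830.0 and 1.82 for Contig3811.0. Their mC signals exceeded their hmC signals by factors of 1.89, 1.81, 1.17, 2.11 and 1.29. In the authors' deposited table the mC signals of the satellites Contig1199.1, Contig7430.0, Contig7830.0 and Contig3811.0 were 545, 196, 173 and 102.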

Methylation was detected strongly on a different set of MIC sequences comprising different satellite repeats (shown in Additional file 1 and Figure 4e, with their repeat unit lengths) and a TBE2 transposase sequence (Additional file 1, Figure 4e). We conclude that repetitive MIC-limited sequences, such as satellite DNA and transposons, may be preferentially modified by hydroxymethylcytosine or methylcytosine, or both (Figure 4e, Additional files 1 and 3).

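Over all 56 MIC sequences, the hmC signal was above the mC signal in 50 and below it in 6. The hmC signal was above the IgG signal in 34 and the mC signal in 11, with both above it in 10. The median ratio to IgG was 1.10 for hmC and 0.528 for mC, and 44 sequences had an mC signal below their IgG signal. At least 1.5 times the IgG signal was reached by hmC in 6 sequences and by mC in 5. Requiring the hmC signal to be at least 1.5 times the mC signal left 38 sequences. The mC and hmC signals come from different antibodies with no common scale. Counts of hmC above mC signal therefore do not show which modification was more frequent. From the satellite repeats enriched for hydroxymethylcytosine and the different set, with a TBE2 transposase, on which methylation was detected, the paper proposes that repetitive MIC-limited sequences may be preferentially modified by one of the modifications or both.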

The meDIP sequencing read data and genome-wide mapping analysis are publicly available [GEO: GSE41060].

### Bisulfite PCR confirmation of meDIP-seq results

In order to validate the meDIP-seq results, we turned to the gold standard bisulfite-sequencing technique to examine the methylation patterns at single-base pair resolution for a few predicted chomosomal loci. Bisulfite treatment of DNA induces deamination of cytosine to uracil, which is sequenced as thymine [58]. The deamination of cytosine to uracil is blocked by methylation [58,59]; therefore, when analyzing PCR product sequences from bisulfite-treated samples, we infer that any cytosines that are not changed to thymine must have been methylated originally. It is important to keep in mind that methylcytosine and hydroxymethylcytosine are indistinguishable by bisulfite sequencing [60]. We performed bisulfite-PCR on two independent *O. trifallax *samples: the 46 h DNA used for meDIP and an independently staged 40 h DNA sample. As a negative control, we used vegetative *O. trifallax *DNA from strains JRB310 and JRB510, which are compatible mating types that are mixed to initiate conjugation. In most organisms, cytosine methylation occurs at specific motifs (CpG, CpHpG or CpHpH), so standard bisulfite-sequencing oligos are designed with non-CpG cytosines converted to thymine. However, we observed virtually no methylation (less than 0.5% of cytosines) in bisulfite-converted 40 h DNA with the cytosine-to-thymine converted oligos (Additional file 4a). However, using cytosine-retaining oligos for PCR of bisulfite-converted 40 h or 46 h DNA yielded detectable bands that were not observed in vegetative DNA; sequencing of these bands confirmed heavy non-CpG methylation (Additional file 4b). The methylation levels were variable but quite high: cytosine residues in Contig4414 were 91% methylated on the forward strand and 84% on the reverse, suggesting a potential strand bias for modification.

Given the meDIP-seq data prediction of hydroxymethylation of the 170 bp satellite repeat (Additional file 3), we also tested the 170 bp repeat by bisulfite-PCR and confirmed that this repeat is highly modified in 40 h or 46 h cells, but no band is detectable in bisulfite-treated DNA from vegetative cells (Figures 6a,b and 7a). Sequencing of these PCR products showed that the 170 bp satellite was methylated or hydroxymethylated at 71% and 54% of forward- and reverse-strand cytosines, respectively (Additional file 4c). The same pattern held for the well-known and abundant TBE1 family of transposable elements (Figure 6a), confirmed by clone sequencing (Additional file 4e). While the TBE1 transposon sequences were not sufficiently enriched in meDIP-seq reads to be included in Additional file 1, either the transposase or 22 kDa ORF [61] encoded in the related TBE2 transposon were present in the methylation or hydroxymethylation cohorts, respectively. 

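In the authors' deposited table the TBE2 transposase contig, Contig2338.0, had an mC signal of 448, an hmC signal of 248 and an IgG signal of 200. The contig with the divergent 22 kDa ORF, Contig3843.0.1, had signals of 204, 246 and 156 in the same order in the authors' deposited table, so that its ratio of hmC to IgG was 1.58.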

One explanation for the absence of TBE1 from these cohorts may be the lower sensitivity of meDIP-seq relative to bisulfite-PCR sequencing.

**Figure 6:**
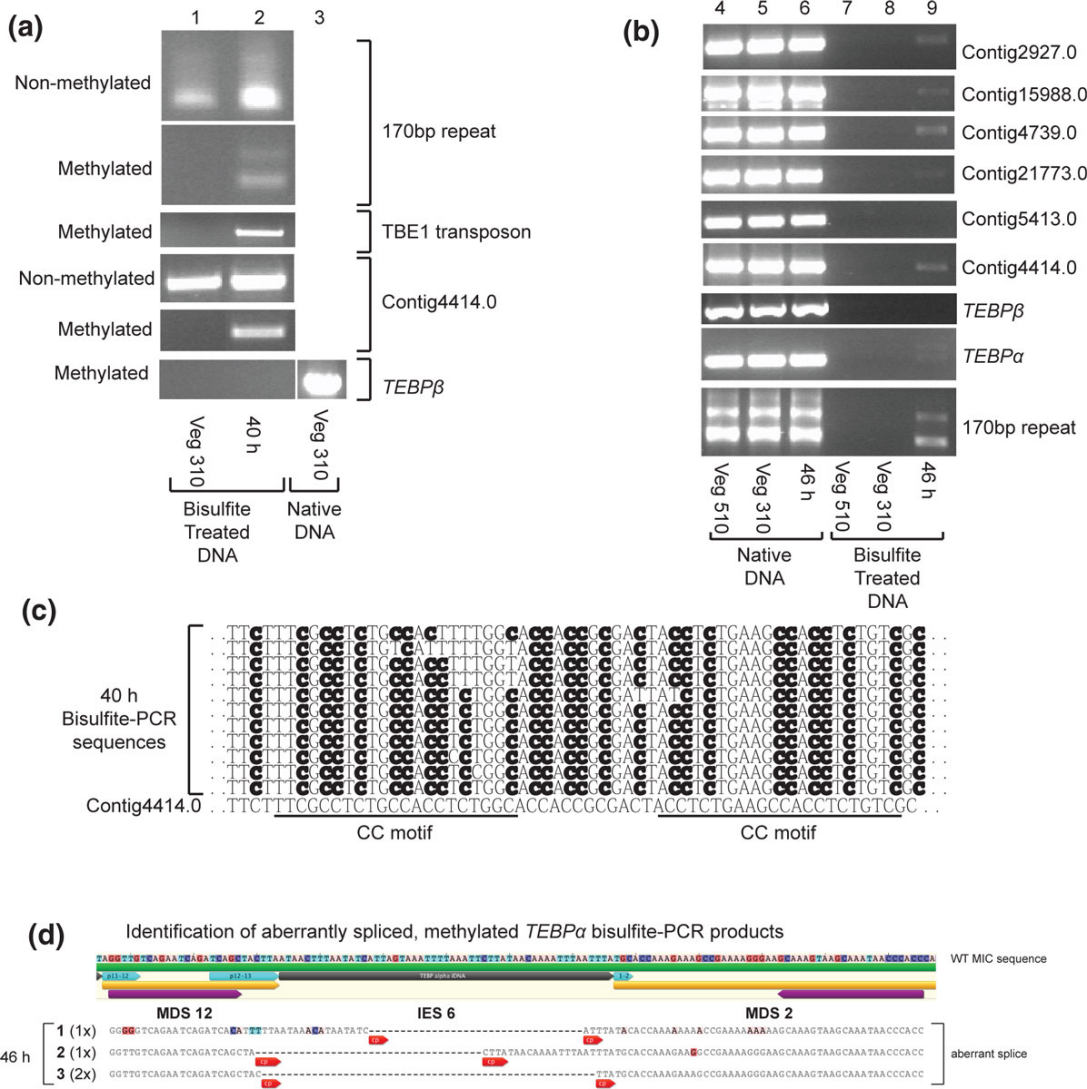
**Confirmation of predicted methylation by bisulfite sequencing**. **(a) **Use of C-to-T converted primers specifically amplifies the non-methylated chromosomes from bisulfite-treated 40 h (hour) or vegetative DNA (labeled 'Non-methylated'), while standard, cytosine-retaining primers amplify methylated DNA (labeled 'Methylated'). PCR of *TEBP**β ***was performed on native DNA to demonstrate functionality of the oligos. **(b) **A repeat of the experiment in (a), but with a 46 h, not 40 h, sample, and with additional methylation cohort chromosomes, as well as *TEBP**α ***and *TEBP**β***. Strains JRB310 (310) and JRB510 (510) are two mating types of *Oxytricha trifallax *whose mixing induces conjugation; the 40 h and 46 h samples are an equal combination of both mating types. **(c) **Bisulfite sequencing of eleven Contig4414.0 clones. Cytosines in bold are methylated. Note that methylation occurs in all sequence contexts and can have runs of consecutive skipped residues. Two CC motifs occur in this region of the chromosome, as marked. **(d) **Three aberrantly spliced, and methylated/hydroxymethylated, versions of *TEBP**α ***identified by bisulfite-PCR of 46 h DNA. MDS 12 would normally never be fused directly to MDS 2, as observed in these products; 3 to 4 bp cryptic pointers (marked 'cp' in red arrowheads) are present at recombination junctions. Normal unscrambling entails fusion of MDS 1 to MDS 2 and MDS 12 to MDS 13; wild-type pointers for these events are marked in turquoise arrowheads. Products 2 and 3 (recovered 1 and 2 times, respectively) appear heavily methylated, while product 1 is more lightly methylated (G to A substitutions indicate C to T conversions on the opposite strand, highlighted in pink). Colored nucleotides differ from the WT sequence (top). PCR primers are marked by purple arrowheads. MDS, Macronuclear Destined Sequence; *TEBP**α***, *Telomere End-Binding Protein ****α***; Veg, vegetative.

**Figure 7:**
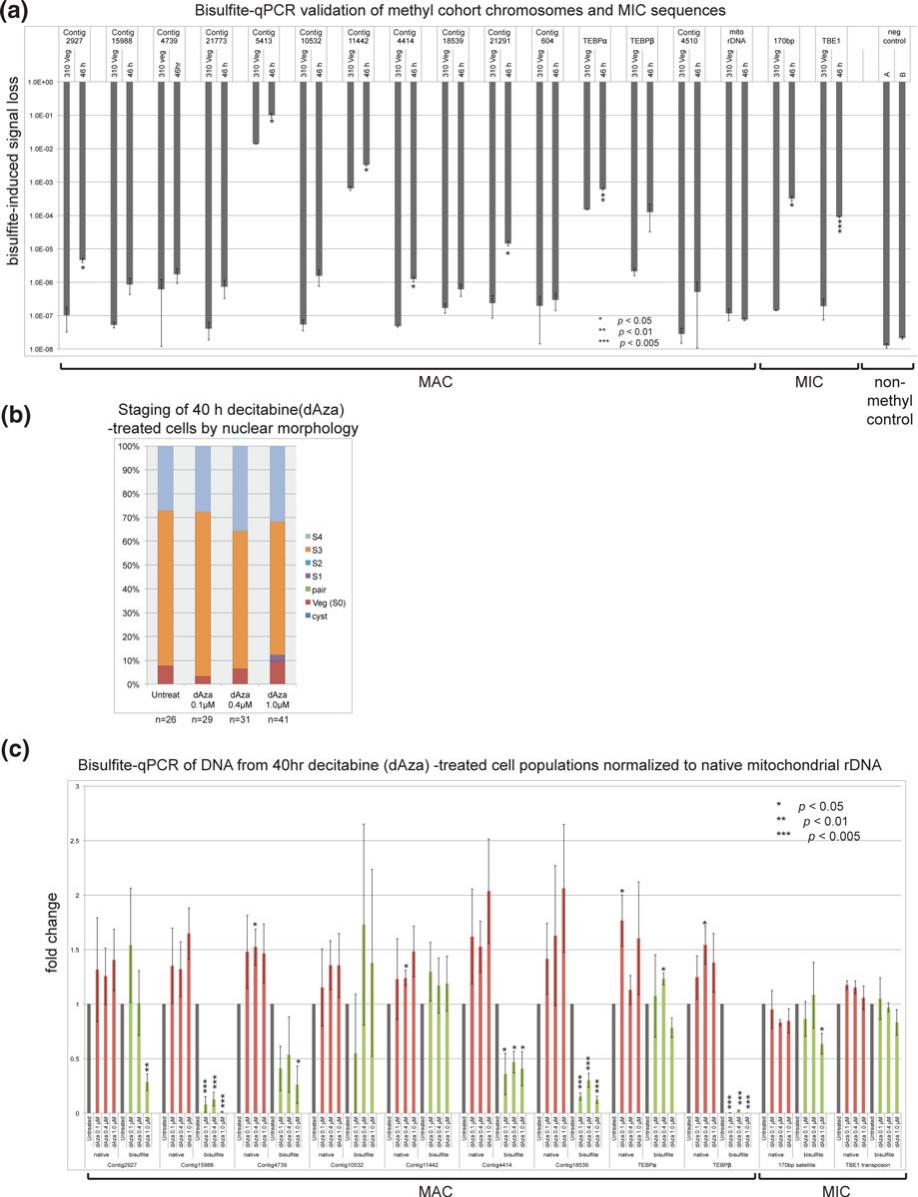
**The use of bisulfite-qPCR to detect methylated/hydroxymethylated DNA and loss of methylation after decitabine treatment**. (a) Validation of bisulfite-qPCR for *Oxytricha trifallax *DNA. The ddCt method was used to quantify the loss of signal induced by bisulfite treatment relative to signal from an equal amount of untreated DNA. Signal was normalized to total DNA used as input for the bisulfite treatment. A PCR fragment of Contig4414 amplified from vegetative (nonmethylated) DNA provided the conversion control (negative control for methylation); two indepdendent bisulfite treatments of this PCR product, A & B, were used as templates in qPCR. All qPCR was performed in triplicate and the average is plotted with standard error. The Student's 1-tailed *t*-test for unequal variance was used and *p*-values are indicated: *, *p *< 0.05; **, *p *< 0.01, ***, *p *< 0.005. Values marked *** in Figures 7 and 8 appear significant even with a correction for multiple tests. **(b) **Staging data for 40 h decitabine (dAza)-treated cells. Cells were fixed and DAPI stained to allow staging based on nuclear morphology as in Figure 2e. **(c) **Bisulfite-qPCR analysis of decitabine-induced demethylation in 40 h cells. Both native (red bars) and bisulfite-converted DNA (green bars) are shown, normalized to native mitochondrial rDNA signal (for loading) and to untreated cells (grey bars) to determine fold change. All qPCR was performed in triplicate and the average is plotted with standard error. Statistical test for significance was carried out with Student's 1-tailed *t*-test (*, *p *< 0.05; **, *p *< 0.01, ***, *p *< 0.005). DAPI, 4',6-diamidino-2-phenylindole; qPCR, quantitative PCR; Veg, vegetative.

When we analyzed the sequencing traces from bisulfite-PCR of 40 or 46 h cells, the methylation (or hydroxymethylation) was present at all residues within the amplified regions of most molecules, interspersed with occasional, apparently unmodified cytosine residues (Figure 6c). Careful examination of patterns of modification in Contig4414.0 (Figure 6c), or the MIC-limited 170 bp satellite repeat (Additional file 4c) or a TBE1 transposon (Additional file 4e), revealed runs of 3 to 8 consecutive unmethylated cytosines in some sequencing reads. This tendency of the putative methyltransferase to skip some consecutive cytosines suggests either that the activity is processive and may occasionally fall off the DNA, or that methylation could potentially be blocked by an unknown DNA-binding factor or different modification at these sites, effectively leaving a footprint. However, since every cytosine displayed either methylation or hydroxymethylation in at least some DNA molecules, we infer that any block to methylation is not consistent across the chromosomes. The observation that methylation occurred regionally, with high consistency on cytosines in all sequence contexts, suggests that deposition may occur in a processive fashion. These observations are also consistent with reports of high-density methylation in all sequence contexts of local genomic regions in the fungi *Neurospora crassa *[62] and *Uncinocarpus reesii *[1].

The identification of an enriched motif in our data, in the form of the CC motif (Figure 4c), raises the possibility that specific motifs facilitate the loading of a processive DNA methyltransferase onto DNA in *O. trifallax*. The fact that methylation of all cytosines can extend for hundreds of base pairs (1 kb, for TBE1 transposons, was the maximum in our dataset; Additional file 4e) suggests that the enzyme may stably associate with DNA. It is still a mystery how these methylated MIC sequences are targeted, since they do not contain the CC motif identified in the meDIP-seq analysis. Because MIC-limited repetitive sequences are difficult to assemble, we cannot exclude the possibility that the CC motif or other methyltransferase-recruiting motifs might be present in the nearby genomic context, or that there might be some other targeting mechanism for these sequences.

The use of cytosine-retaining oligos for bisulfite-PCR raised a concern that non-converted unmethylated DNA present at a low level in bisulfite-treated samples might have been erroneously identified as methylated. We addressed this concern in two ways: first, we always performed bisulfite-PCR on vegetative DNA as control (from strain JRB310, JRB510 or both; Figure 6a,b), and second, we used qPCR to quantify the level of signal in a given bisulfite-treated sample, which was compared to a known unmethylated control. Our results were consistent: vegetative DNA never amplified detectable levels of product in ten different primer sets (Figure 6a,b). Similarly, qPCR of bisulfite-treated vegetative DNA generally gave threshold cycle (Ct) values close to a water control (35 to 38 cycles) and close to a non-methylated PCR product used as a bisulfite conversion control (Figure 7a). The 2^-ddCt method for measuring differential qPCR signal is ideally suited to quantitative measurement of both methylated 46 h DNA and unmodified residual DNA from vegetative *O. trifallax *samples [63]. As a proof-of-concept for the use of bisulfite-qPCR for *O. trifallax*, we normalized each bisulfite-treated qPCR cycle count value to itself in native, non-bisulfite converted form.

The 2^-ddCt method quantifies the loss of qPCR signal induced in a sample by bisulfite treatment, and the difference in this loss between vegetative and 46 h DNA constituted the methylation signal in the sample. It is clear from the data plotted in Figure 7a that many samples yielded signals between 30- and 1000-fold higher in 46 h DNA than in vegetative DNA. To consider a chromosome validated, we required a statistically significant difference (*p *< 0.05, Student's one-sided *t*-test for unequal variance) in signal between 46 h and vegetative control (Figure 7a; boldface in Additional file 1). In total, these methods validated 5 of 11 methylation cohort chromosomes at a statistically significant level (including Contig5413.0, which initially failed to amplify by ordinary bisulfite-PCR (Additional file 1)).

In addition to the validated methylation cohort chromosomes, bisulfite-qPCR confirmed methylation in two additional MAC chromosomes and two MIC loci: telomere-end binding protein *α *(*TEBPα*, *p *< 0.05) and *TEBPβ *from the MAC, and TBE1 (*p *< 0.05), and the 170 bp satellite repeat (*p *< 0.05) from the MIC (Figure 7a). The mitochondrial rRNA locus was neither methylated nor hydroxymethylated, and therefore it served as a load control in all subsequent analysis. We attribute the noise observed in the methylation cohort member Contig604.1 to non-specificity of the primers, although we note that the overall trend suggested methylation. 

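In the authors' deposited table Contig4510.0 had an IgG signal of 31, an mC signal of 40 and an hmC signal of 7. The mC signal ranked 54 of 22393 and was 1.29 times the IgG signal. The hmC signal was 0.226 times the IgG signal.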

Contig4510.0 was a negative control, predicted to be neither methylated nor hydroxymethylated, based on the meDIP-seq data, but its primers appear nonspecific, making the qPCR data difficult to interpret.

*TEBPα *was not expected to show cytosine methylation, since it was not included in any meDIP-seq cohort. Further analysis (described in the next section) revealed that this methylation appears most likely to be specific to aberrantly processed isoforms. In contrast to *TEBPα*, *TEBPβ *was predicted to be hydroxymethylated in the meDIP-seq experiment, and this was validated by bisulfite-qPCR, with approximately 50-fold more signal in 46 h DNA (Figure 7a). 

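The chromosome annotated as TEBPβ, Contig22260.0, had an hmC signal of 59 in the authors' deposited table, 2.11 times its IgG signal of 28. Its mC signal was 40 in the authors' deposited table, 1.43 times the IgG signal, and below the threshold of the methylation cohort.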

All primer sets used in qPCR were designed to cover peaks observed in the meDIP-seq data (Figure 5a, qPCR primers shown as grey arrows), demonstrating that these data are a rich resource for investigating DNA methylation. For example, Contig5413.0 demonstrated no signal in standard bisulfite-PCR (Figure 6b; using the teal-colored primers marked in Figure 5a); however the more closely spaced qPCR primers shown in grey in Figure 5a did detect evidence of methylation (Figure 7a), suggesting that the DNA modifications may be quite localized (within a few hundred base-pairs). Similarly, bisulfite-qPCR of *TEBPβ *only recovered a product when primers targeted the meDIP-seq peaks corresponding to predicted modifications (Figure 5c, grey arrows, and Figure 7a). We attribute the success of these bisulfite-qPCR assays to both the sensitivity of qPCR and the relocation of primers to specific sites predicted to be modified in the genome.

### DNA methylation or hydroxymethylation marks aberrantly rearranged molecules

Despite the fact that *O. trifallax *genome rearrangements are exquisitely programmed by noncoding template RNAs[64], errors of rearrangement occur with surprising abundance during early macronuclear development (but not in mature cells) [64,65], and so produce an additional class of DNA that requires elimination. Typical aberrant rearrangement products include internal deletions within a macronuclear chromosome, when regions that are normally retained are instead effectively treated as if they were precursor (micronuclear-limited) sequence, and removed as a false IES [64,65]. Both programmed and aberrant DNA rearrangement in *O. trifallax *occur between regions of microhomology known as pointers [64,65], and this leads to deletion of the intervening DNA sequence and retention of one copy of the pointer. Such errors can be deleterious when portions of coding sequence are removed or frameshifts are produced; however, the high DNA copy number in the MAC means that copies of correctly-processed genes may also be present.

Bisulfite-PCR recovered three different aberrant *TEBPα *rearrangement products from 46 h DNA, using primers spanning a shorter, scrambled precursor region for this gene (MDS 12 to 2; Figure 6d). In all three cases, IES6, which is normally removed via unscrambling of this locus, was deleted as a conventional IES instead, with subsequent rejoining of flanking DNA at different 3-4 bp cryptic pointers but no segment reordering (Figure 6d). Importantly, all three of these aberrant products displayed evidence of methylation (Figure 6d). Clone 1 was relatively hypomethylated in the surveyed region, but one G was retained, signifying a methylated cytosine on the reverse strand. Further, the amplification of the product from bisulfite-treated DNA suggests that the primer binding sites were also mostly methylated, although this information is absent from the sequencing data because primer binding site methylation cannot be sequenced from PCR products. We infer that clones 2 and 3 derived from heavily methylated regions, because all cytosine and guanosine residues other than the primer binding sites were present and thus methylated.

Consistent with these observations, bisulfite-PCR from 40 h cells recovered a fourth aberrant product from another gene, *TEBPβ*, that appeared to be methylated or hydroxymethylated at most cytosines. This product also displayed the same features of recombination between cryptic pointers (not shown) that are typical for aberrant rearrangement products; however, its sequence was similar but not identical to another aberrant rearrangement product studied in our laboratory, and so we have weaker confidence in this example.

Bisulfite-PCR of *TEBPα *from MDS14 to 15, on the other hand, produced an unexpected, faint double band from 46 h DNA (Figure 6b). Cloning and sequencing indicated that the double band represented both the MIC (longer) and MAC (shorter) versions of the gene, and that both were highly methylated (or hydroxymethylated) (>70%). However, it is possible that this methylated portion of micronuclear sequence was derived from an aberrantly spliced product rather than the micronucleus itself, since we cannot infer the structure of flanking DNA segments from PCR products. Althrough this example could be a rare case of methylation in the MIC genome during development, we favor the simpler model that the bisulfite-resistant MAC and MIC versions we detected were derived from stalled aberrant rearrangement products that amplified with the MDS 12 - MDS 2 primer pair.

### Treatment with azacytidine and deoxyazacytidine inhibits elimination

Overall, the above findings are significant because they link three types of eliminated DNA (parental macronuclear chromosomes, aberrantly rearranged chromosomes and repetitive germline-limited sequences) to conjugation-specific cytosine methylation/hydroxymethylation, suggesting that a functional role for these DNA modifications might be to mark sequences for elimination. We therefore performed experiments designed to test the functional role of DNA methylation during the genome rearrangement process.

Inhibitors of DNA methylation have been developed and used as therapeutic agents against myelodysplastic syndrome, or preleukemia in common parlance [66-69]. The most well known of these agents are azacitidine and decitabine, a nucleoside analog and a deoxynucleoside analog, respectively, of cytidine. Both drugs function by becoming incorporated into the DNA during replication, but they cannot be methylated because they contain a nitrogen atom at position 5 in the pyrimidine ring, preventing the addition of a methyl group at this site. Importantly, azacitidine and decitabine also form covalent adducts with DNA methyltransferases, which leads to proteasomal degradation of these enzymes and, consequently, results in a general block of the DNA methylation process [70]. It is expected that inhibition of DNA methylation would also lead to reduced DNA hydroxyl-methylation, since the latter forms through oxidation of pre-existing methyl groups, and so is dependent on the presence of methylation [41]. Given our hypothesis that DNA methylation in *O. trifallax *has a function in the genome rearrangement process, we asked whether treatment of cells with drugs to inhibit DNA methylation would, in turn, inhibit DNA elimination.

Because the effects of inhibiting DNA methylation in human tissue culture have been extensively characterized (see, for example, [22,23,71,72]), the drug concentrations needed for biological effects in tissue culture were already available to us. First, we tested whether treatment of *O. trifallax *cells with decitabine (0.1 μM, 0.4 μM, or 1 μM) could induce demethylation of validated methylation cohort chromosomes. Cells were grown vegetatively for 48 h either in untreated media or media suplemented daily with fresh decitabine, which has a relatively short half-life in aqueous solution. As expected, we did not observe any morphological defects during vegetative growth, consistent with a lack of detectable DNA methylation during this portion of the lifecycle (Figures 2a, 6a,b and 7a). Next, we induced conjugation by mixing mating types, and at this point we added fresh decitabine to the cultures. Cells were allowed to progress through genome rearrangements (no additional drug was added during the conjugation and rearrangement process) and assayed at 40 h for methylation status. Because our data suggest that methylation levels vary with developmental stage (Figures 2a,b, 3b,c, 6a,b and 7a), it was important to measure the stages of these cells precisely. The staging of the cells was quite consistent between treatments (Figure 7b) with approximately 60% S3 and approximately 30% S4 cells in each sample. We conclude that these concentrations of decitabine do not induce developmental delay or arrest.

To assess methylation in the decitabine-treated cells, DNA was extracted from the 40 h populations shown in Figure 7b, bisulfite treated and assayed by qPCR of various methylated/hydroxymethylated loci. Of 11 tested loci, 7 displayed a statistically significant reduction of DNA methylation in at least one decitabine-treated sample (Figure 7c); one of these loci was the 170 bp satellite repeat shown to be hydroxymethylated by both meDIP-seq and bisulfite sequencing (Additional file 3, Figure 6a,b). The methylation levels of 4 out of 7 tested methylation cohort chromosomes were significantly reduced. The top candidate, Contig2927.0 (Additional files 1 and 3), only displayed a statistically significant demethylation in the 1 μM-treated sample, and this reduction was relatively mild. However, Contig15988 (Alba protein), Contig18539 (collagen) and *TEBPβ *were more robustly demethylated. Contig10532 (unknown protein) showed a possible trend toward reduced methylation but was not statistically significant in this experiment, and methylation levels of Contig11442.0 (6× RRM-containing) were unaffected by decitabine treatment, although it is possible that higher doses of drug or longer treatment length might have produced an effect. We also observed a modest accumulation (1.5- to 2-fold) at 40 h of the same chromosomes whose methylation was reduced (native DNA in Figure 7c, Additional file 1). Four chromosomes had statistically significant (*p *< 0.05) increases in DNA copy number, while five more showed an increase that was not statistically significant (Figure 7c). Together, these data suggested a possible coupling between DNA methylation and degradation, although at the tested drug concentrations the block of methylation, and hence degradation, was incomplete. Overall, the results were consistent with the fact that the cells did not arrest in development (Figure 7b).

We next tested whether inhibition of DNA methylation would cause long-term retention of genomic sequences in exconjugant cells. This time we included azacitidine in the drug regimen along with decitabine, and we allowed the cells to complete genome rearrangements, harvesting them at 88 h post-mixing, when rearrangements are largely complete (Figure 8a). For each population, we assessed the proportion of cells in each stage as a measure of developmental lag (Figure 8a) and observed that vegetative cells or cysts accounted for 90% of most populations, while 10% of cells were still in S4. The 6 μM azacitidine-treated cells did display a slight developmental delay (Figure 8a); however, since no delay was observed in the 10 μM-treated cells, this may not have been related to the drug treatment, or this may have been the optimal concentration for the drug to have effect. Nevertheless, the lagging cells in the 6 μM culture might have increased the germline sequence abundance and so this sample must be interpreted carefully. The other samples did not contain developmentally delayed cells (Figure 8a).

**Figure 8:**
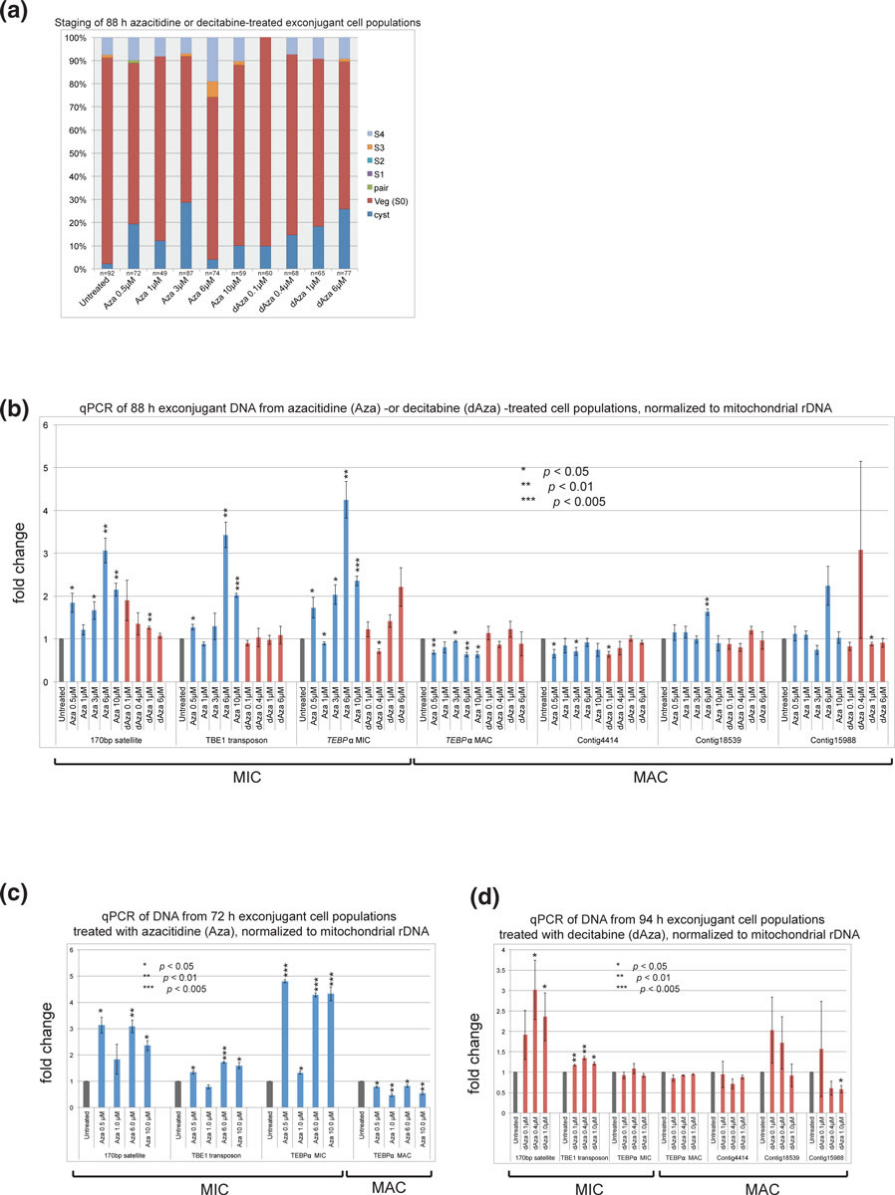
**Effects of decitabine and azacitidine treatment on genome rearrangement in *Oxytricha trifallax***. **(a) **Staging of 88 h exconjugant cell populations treated with azacitidine or decitabine, using criteria from Figure 2e. **(b) **qPCR to measure relative levels of MIC or MAC loci in the same cells staged in (a). Blue bars represent azacitidine-treated populations, red bars represent decitabine-treated populations, and grey bars are untreated controls, set to 1. All qPCR was performed in triplicate and the average is plotted ±standard error. The Student's 1-tailed *t*-test for unequal variance was used to measure statistical significance (*, *p *< 0.05; **, *p *< 0.01, ***, *p *< 0.005). **(c) **Replicate experiment showing reproducible accumulation of MIC DNA, and less processed MAC DNA, in azacitidine-treated exconjugants. **(d) **Replicate experiment showing reproductible accumulation of micronuclear MIC DNA and less MAC DNA in decitabine-treated cell populations. All labeling is as in (a). MAC, macronuclear; MIC, micronuclear; qPCR, quantitative PCR; Veg, vegetative.

We observed a strong azacitidine-induced retention of the *TEBP∞ *MIC gene and the two repetitive MIC-limited elements (170 bp satellite and TBE1 transposon) (Figure 8b). While some of this effect might have been due to delayed development in the 6 μM sample, delay cannot account for the observed accumulation in other samples (Figure 8b). Furthermore, the 6 μM azacitidine sample also displayed a surprising accumulation of two MAC chromosomes (Contig 18539 and Contig15988), which is unlikely to result from developmental delay. These may instead represent a retention of parental MAC chromosomes that were not eliminated, due to methylation defects in caused by azacitidine treatment.

Decitabine showed a weaker effect on repetitive DNA (Figure 8b). There was a mild retention of the 170 bp repeat but no effect on the TBE1 transposon; we also observed a retentive effect at the *TEBPα *MIC locus. We have performed this experiment twice and observed consistent retention of the 170 bp satellite repeat (Figure 8d; these data are from the experiment in Figure 7c that confirmed demethylation). However, TBE1 retention with decitabine treatment was not consistent (compare Figure 8d to 8b). Retention of the 170 bp satellite was observed independently three times in exconjugant cells treated with azacitidine (two of these experiments are shown in Figure 8b,c and Additional file 5).

Several non-repetitive sequences showed consistent accumulation with drug treatment. The scrambled MIC version of *TEBPα *showed consistent elimination defects in all three experimental replicates of azacitidine treatment (2 of 3 replicates are shown in Figure 8b and 8c), although this effect was not observed in either decitabine experiment (compare Figure 8b,d to Figure 8b,c). Azacitidine induced an accumulation of Contig15988 in both experiments in which it was surveyed (only one shown, Figure 8b), while treatment with decitabine resulted in decreased levels of the same chromosome (Figure 8d).

Some MAC chromosomes consistently exhibited a mild decrease in DNA copy number in exconjugants. The MAC version of *TEBPα *was depleted upon azacitidine treatment in three independent experiments, and a decrease in Contig4414.0 was observed in two azacitidine experiments (it was not measured in the third experiment) (Figure 8b and not shown). We interpret these results as evidence of partial stalling during genome rearrangement, with a failure to regenerate the correct levels of several new macronuclear chromosomes.

## Discussion

DNA methylation plays pivotal roles in development and cell lineage differentiation in plants and animals [1,3-6]. While our knowledge of DNA methylation pathways in animals, plants and fungi is relatively advanced, very little is known about DNA methylation in microbial eukar-yotes, such as ciliates. Though early work uniformly failed to identify cytosine methylation in *Paramecium aurelia, T. thermophila*, or *O. trifallax *[73-75], we have here identified both methylcytosine and hydroxymethyl-cytosine as vital players in the genome rearrangement process of *O. trifallax*. We have unambiguously identified these modifications using high-sensitivity nano-flow UPLC-MS, and have tested their functionality by preventing their formation using methyltransferase inhibitors. Because earlier work examined vegetative samples of *O. trifallax*, which we confirm are lacking in both methylcytosine and hydroxymethylcytosine, it did not detect the *de novo *methylation and hydroxymethylation that we show occurs only transiently during genome rearrangements. Supporting these observations, a report in 2003 described *de novo *methylation in the stichotrichous ciliate (and close *O. trifallax *relative) *Stylonychia lemnae *[76]. In that work, though detected at low levels in vegetative MIC, cytosine methylation was detectable primarily during the genome rearrangement processes, where it was introduced *de novo *within eliminated transposon-like sequences [76]. As in the *O. trifallax *system, methylation was observed in all sequence contexts within the transposable element, and was clustered in a region spanning approximately 500 bp [76]. While our results generally support the conclusions of the *S. lemnae *study, our work differs in some important ways: firstly, since hydroxymethylation had not yet been identified as an important epigenetic mark in DNA, it was not analyzed in *S. lemnae*; secondly, *O. trifallax *DNA methylation/hydroxymethylation occurs at a much higher level (70%-90%) than reported in *S. lemnae *(25%); thirdly, *O. trifallax *has significant modification of at least a few macronuclear chromosomes and aberrant splicing products, neither of which was reported for *S. lemnae*; fourthly, the data presented here directly implicate methylation/hydroxymethylation in *O. trifallax*'s DNA elimination pathway; and, fifthly, we report a 20 bp motif that appears to play a role in directing methylation/hydroxymethylation to particular regions of specific chromosomes. We demonstrate that the DNA methylation process plays a significant functional role in the elimination of repetitive sequences in the MIC, including a highly abundant transposon family and an abundant satellite repeat family. We also report the specific methylation/hydroxymethylation of a small number of aberrantly rearranged molecules but not their correctly rearranged counterparts, suggesting a role for DNA modification in either error recognition during chromosome rearrangement and/or the degradation of such incorrectly rearranged molecules.

Functional data presented here support a role for DNA methylation in degradation pathways, because methylation appears enriched in DNA from the parental MAC, which is targeted for elimination, as well as repetitive MIC eliminated sequences. We found that inhibition of DNA methyltransferases by decitabine led to significant demethylation of 6 out of 9 MAC chromosomes and one MIC locus (the 170 bp satellite repeat; Figure 7c). Coincident with the decitabine-induced loss of methylation from these chromosomes, we observed a mild but often statistically significant accumulation of the chromosomes themselves (the native DNA signal in Figure 7c). While this accumulation is modest, with a maximum 1.5- to 2-fold increase, these data provide compelling support across multiple chromosomes for an intimate link between DNA methylation/hydroxymethylation and degradation during genome rearrangement.

Further support for the model comes from the examination of cells that have completed genome rearrangements after azacitidine and decitabine treatment: 170 bp satellite repeats and TBE1 transposons display a statistically significant accumulation relative to untreated controls (Figure 8b,c,d). In addition, azacitidine treatment induces an accumulation of germline *TEBPα *and a decrease in MAC versions of the same gene (Figure 8b, c). We observe other genome rearrangement defects upon azacididine or decitabine treatment: along with *TEBPα*, Contig4414 also shows lower levels, while two other chromosomes showed elevated levels (Contig18539 and Contig15988), consistent with retention of parental MAC chromosomes that were not degraded properly. These data demonstrate the complexity of the functional consequences of inhibiting DNA methylation: effects may be direct (such as a failure to degrade a given molecule of DNA from the parental MAC) or indirect (for example, if the cell cannot properly eliminate an IES from the MIC version of a gene and therefore does not produce enough MAC product). Further work is needed to disentangle these effects but, taken together, the data implicate a DNA methylation/hydroxymethylation pathway in the elimination of repetitive and single-copy elements from the MIC genome and in the production of a functional macronuclear genome.

The relationship between cytosine methylation and hydroxymethylation in *O. trifallax *offers new challenges. In mouse, for example, sperm DNA is methylated but paternal genome methylation is rapidly lost upon fertilization [77], as the embryo undergoes epigenetic repro-gramming and establishment of new methylation patterns [78,79]. Hydroxymethylcytosine appears in the paternal, but not maternal, pronucleus during this dramatic re-writing of the epigenetic code [80,81], coincident with the loss of paternal methylation. Other work has linked hydroxymethylation with tissue-specific promoter activation and, presumably, demethylation during development [82]. Hydroxymethylation is dependent upon pre-existing methylation and so exists in a dynamic tension with it: both modifications can mark the same genomic regions [83], as we see in *O. trifallax*, and this phenomenon is particularly prevalent in embryonic stem cells [84,85]. Yet hydroxymethylation also antagonizes methylation by directing its removal and/or blocking methylcytosine-binding heterochromatin proteins [86,87]. The link between methylation and degradation in *O. trifallax *suggests that the organism might use hydroxymethylation as a countervailing, stabilizing force, perhaps to target genes that are important for conjugation. Other mechanisms may also be involved in this association: *O. trifallax*'s most hydroxymethylated ribosomal protein gene is a homolog of L12, which in bacteria and yeast can regulate ribosome initiation and elongation [88,89]. Therefore, changes in expression of the L12-encoding chromosome may have ramifications across the proteome, possibly even shutting down translation while the organism undergoes the elaborate steps of genome remodeling.

## Conclusions

In conclusion, we have observed three different types of DNA marked with cytosine methylation in *O. trifallax*: chromosomes targeted for degradation in the parental macronucleus, micronucleus-limited repetitive elements and aberrantly spliced gene rearrangement products. Azacitidine or decitabine treatment significantly inhibited the elimination of at least some sequences, coincident with reduced methylation. The work presented here reveals a novel pattern of extensive cytosine DNA methylation and suggests a functional link to DNA degradation, while also providing a first glimpse into a methylation-based error-detection pathway in *O. trifallax*.

Previous literature reporting the absence of methylctyosine in ciliates [73-75,90] makes our results surprising. However, these earlier studies exclusively surveyed vegetative cell DNA, whereas a more recent study that examined conjugating DNA [76] did detect low levels of methylcytosine, although (as discussed above) no functional role was defined and the levels of modification were much lower than reported here. We do not detect any homologs of the canonical DNA methyltransferase genes (DNMT1, 3A, 3B, or 3L, Dim-2, or the plant-specific methyltransferases CMT3, DRM1/2, and MET1) [1,3,4,91] in the macronuclear genome of *O. trifallax *[92], suggesting that the enzyme might be encoded in the micronucleus or on a rare macronuclear chromosome that was excluded from the macronuclear genome assembly (Swart *et al*., manuscript in revision). However, a search of the current draft micronuclear genome which contains 95% of macronuclear sequences (J.R.B, L.F.L. and X. Chen, unpublished data) revealed no additional candidate methyltransferases.

In contrast to the absence of DNA methyltransferases, we can identify a macronuclear family of Tet (Ten-eleven translocation) dioxygenases resembling those involved in hydroxymethylation in other systems [41,85], as well as a homolog of the DNA methyltransferase-binding protein (DMAP1) [93]. This protein has been reported to activate DNMT1 at sites of DNA breakage during homologous recombination [94]. The association of DMAP1 with an unknown DNA methylase could help *O. trifallax *distinguish between aberrantly spliced products and their correct versions, ensuring that only the former are methylated.

The observation that DNA rearrangements in *O. trifallax *and *S. lemnae *are rife with errors during early nuclear development [65] necessitated a mechanism to correct or eliminate aberrant products, and prompted our laboratory's previous discovery of the long, noncoding RNAs that supply templates for error correction [64]. While the mechanism by which the cell detects aberrantly spliced DNA is unknown, DNA methylation, perhaps coupled with non-coding RNA guides, provides an elegant mechanism to mark DNA splicing mistakes for future degradation, along with other genomic sequences to be eliminated.

## Materials and methods

### *O. trifallax *culture

*O. trifallax *mating types JRB510 and JRB310 were cultured separately in Pringsheim media, the volume of which was doubled every day, and with *Chlamydomonas reinhardtii *as a food source, supplemented daily with fresh overnight cultures of *Klebsiella pneumoniae*. For conjugations, very lightly starved cells were gauze filtered to remove algae clumps. A very small amount of *K. pneumoniae *culture was added (approximately 5 μl in a 300 ml dish) to promote conjugation. The cells form maximal pairs at approximately 12 h post-mixing and separate by 24 h post-mixing. The cells were harvested by killing with 25 mM EDTA, centrifuged for five minutes at 5,000 rpm, and resuspended in buffer T1 of the Nucleospin Tissue Kit (#740952.250, Macherey-Nagel, Bethlehem, PA, USA). The standard protocol was followed for DNA preparation (proteinase K treatement, lysis and purification over a column).

### Immunofluorescence

Twelve-well slides were incubated overnight with 20 mg/ml polylysine in a moist chamber. The wells were washed with water and fixed *O. trifallax *cells (4% paraformaldehyde, 10 to 15 minites, 2× PBS wash) were allowed to adhere to the slides overnight. Cells were permeabilized for 20 minutes with 0.5% Triton-X100 in PBS, then incubated for five minutes with 0.1 N HCl. After washing again, the Image-iT signal enhancer (cat#I36933, Invitrogen, Grand Island, NY, USA) was added to the cells for 30 minutes. The cells were washed, incubated with primary antibody for 1 h at room temperature, then washed for 20 minutes, followed by secondary antibody incubation (1:800 goat anti-mouse or -rabbit; labeled with AlexaFluor 488 or 568) for 1.5 h at 37°C. The cells were washed twice more with PBS, then stained with DAPI (1 to 2 ng/μl in PBS) for two to three minutes. Cells were washed three times with PBS, then mounted with Aqua-Poly/Mount (Polysciences, Warring-ton, PA, USA), and a coverslip was added. Imaging was performed with a confocal microscope at the Princeton University Microscopy Facility. A mouse anti-methylcyto-sine antibody (33D3, ab10805, Abcam, Cambridge, MA, USA) was used at 1:100 dilution and a rabbit anti-hydro-xymethylcytosine antibody (#39792, ActiveMotif, Carlsbad, CA, USA) was used at 1:500 dilution.

### Methylcytosine immunoprecipitation and deep sequencing

All steps were performed as described [44]. We used a Covaris machine (Covaris, Woburn, MA, USA) for fragmentation of 10 μg of 46 h or an equal mixture of JRB310 + JRB510 DNA to 300 bp (10% duty cycle, intensity = 4,200 cycles per burst, 80 seconds). We performed Illumina library adaptor ligation (Illumina, San Diego, CA, USA) before immunoprecipitation, using different indexes for 46 h and vegetative DNA; these libraries were mixed prior to immunoprecipitation and no PCR steps were performed until after IP to avoid loss of DNA modifications. The pooled libraries were subjected to immunoprecipitation using the same anti-methylcytosine and anti-hydroxymethylcytosine antibodies used for immuno-fluorescence, described in the previous section, or control IgG (mouse). Immunoprecipitation was carried out with Dynabeads Protein A (Invitrogen, Grand Island, NY, USA) and a magnetic capture system. After immunoprecipitation as in [44], PCR amplification of the captured material was performed with Illumina adaptor primers by Phusion Hot Start Flex (New England Biolabs, Ipswich, MA, USA) (15 cycles, 60° annealing, 30 second extend), followed by size-selection on a 2% MetaPhor (Cambrex, East Rutherford, NJ, USA) agarose gel to eliminate adaptor dimers and size-select the library. Sequencing was performed on a HiSeq2000 (Illumina, San Diego, CA, USA) at the Princeton University Microarray Facility and approximately 5 to 8 million sequences were obtained for each library. Data were mapped with BWA [95] and the resulting SAM files were custom parsed with custom Python scripts to produce the scatter plots shown in Figure 4. Both raw read files and processed data files are available on Gene Expression Omnibus (GEO); see Data Availability section for more information.

### Treatment of *O. trifallax *with azacitidine and decitabine

Cells were grown and cultured as described above, with separate dishes for each drug concentration. Every day a fresh 500 μM stock of azacitidine or decitabine was prepared by mixing 0.001 g of powder into 10 ml of Pringsheim media, and shaking gently for two to five minutes. This stock was diluted into the culture dishes directly when the cells were fed daily or when conjugation was initiated. Cells were fed the equivalent of 25 ml *C. reinhardtii *culture per 100 ml petri dish (containing 25 ml dense ciliate culture), washed twice in Pringsheim media, and supplemented with 30 μl of fresh *K. pneumoniae *culture. Each day the volume was doubled with fresh Pringsheim media, and the amount of food was doubled. On the third day, the cells were filtered through gauze to remove algae clumps and supplemented with an equal volume of fresh Pringsheim and 5 μl *K. pneumoniae*. Conjugation efficiency and synchrony were quantified by fixing and DAPI staining some cells for microscopy: approximately 700 μl of cells were mixed with an equal volume of a 3:1 Methanol: Acetic acid solution, and allowed to fix for at least five minutes. The cells were gently spun down at 200 *g *for one minute, following which the supernatant was discarded. A volume of cells between 20 and 50 μl was pipetted onto labeled glass coverslips and allowed to air-dry completely (approximately 45 minutes). Once dry, they were either stored or immediately rehydrated and imaged. The rehydration was carried out by floating the coverslips, inverted, for three minutes on the surface of TE buffer, pH 7.5 (10 mM Tris, 1 mM EDTA) in a petri dish. After three minutes the coverslips were removed and excess fluid blotted off, and 20 μl of a 5 μg/ml DAPI solution was immediately applied. The coverslips were inverted onto a glass slide and the edges sealed with clear nail polish to prevent evaporation, and were imaged immediately at 400× magnification on an inverted microscope. Cells were harvested at 40 h or at 72-94 h with the Nucleospin Tissue kit and the DNA analyzed by PCR or qPCR, as described above.

### Bisulfite-PCR

We used the Cells-to-CpG kit (Invitrogen, Grand Island, NY, USA) and followed the standard protocol provided in the kit. In particular, we used a 3× conversion cycle proto-col (denature, then 65°C for 30 minutes, 95° 1.5 minutes, 65° for 30 minutes, 95° 1.5 minutes, 65° for 30 minutes, then desalt and desulfonate). For qPCR, we ran the samples for 45 cycles on an ABI384 (Applied Biosystems, Carlsbad, CA, USA) under standard cycling conditions. We normalized all samples to mitchondrial rDNA and used the ddCt method [63]. Bisulfite-PCR was carried out with primers listed in Additional file 6 and FastStart Taq (Roche, Indianapolis, IN, USA) using the following program: 1) 95° 30 seconds 2) 95° 30 seconds 3) 55° anneal, 4) 72° extend for 30 seconds, for 35 cycles 5) 72° for 5 minutes, 6) 4° hold. A selection of PCR products were Sanger sequenced by GENEWIZ (South Plainfield, NJ, USA) and the traces are presented as supplemental online material (see Data Availability section).

### Southern hybridization

Exconjugant DNA was separated on an ethidium-bromide-stained 0.3% SeaKemGold agarose gel (Lonza, Walkersville, MD, USA). DNA was depurinated in gel (0.25% HCl, 20 minutes; soaked twice in 0.4 M NaOH for 10 minutes to neutralize) and transferred to Hybond XL membrane (GE Healthcare Life Sciences, Pittsburgh, PA, USA) in 0.4 M NaOH using a Nytran TurboBlotter (Schleicher & Schuell, Keene, NH, USA). Labeled probe was generated via random priming (Prime-It, Stratagene, Santa Clara, CA, USA) of gel purified PCR product from *O. trifallax *strain JRB310. After overnight hybridization at 60°C in Church buffer (0.5 M NaPO4, pH 7.2, 1% BSA, 1 mM EDTA, 7% SDS) the membrane was washed twice in 0.2 × SSC with 0.1% SDS (30 min, 60°C), wrapped in saran wrap and exposed to a phosphorimager screen for 6 h or overnight.

### High-resolution nano-flow UPLC-mass spectrometry

Purified *O. trifallax *DNA was subjected to degradation into nucleosides by treatment with DNA Degradase Plus (Zymo Research, Irvine, CA, USA). Methylcytosine and hydroxymethylcytosine controls were obtained from Zymo Research where they were generated by PCR with the appropriately modified nucleotides. Concentrated digest solutions were diluted to approximately 5 ng/ul using 3% acetonitrile (ACN)/0.1% formic acid (FA) and placed directly into autosampler vials. Samples were subjected to reversed-phase nano-LC-MS and MS/MS performed on a nano-flow capillary ultra-high pressure HPLC system (Nano Ultra 2D Plus, Eksigent, Dublin, CA, USA) coupled to an LTQ-Orbitrap XL hybrid mass spectrometer (ThermoFisher Scientific, San Jose, CA, USA) outfitted with a Triversa NanoMate ion source robot (Advion, Ithaca, NY, USA). Chromatography was achieved using a 75 m × 25 cm column packed in house into a fritted capillary (Integrafrit, New Objective, Woburn, MA, USA) using 1.7 um C18 BEH resin (Waters, Milford, MA, USA). Samples were loaded directly on column and separations were conducted using a linear gradient of A and B solvents (Solvent A: 3% ACN/0.2% FA/0.1% acetic acid; Solvent B: 97% ACN/0.2% FA/0.1% acetic acid) over 60 or 90 minutes at a flow rate of approximately 250 nl per minute. Nano electrospray ionization was carried out using the NanoMate ion source at 1.74 kV, with the LTQ heated capillary set to 200°C. Full-scan mass spectra were acquired in the Orbi-trap in positive-ion mode over the m/z range of 225 to 1800 and the narrower range of 225 to 300 at an instrument resolution of 100,000. Spectra were typically within a calibration error of 2 to 3 ppm with respect to absolute mass accuracy, following external calibration of the instrument. LC-MS data were manually interpreted using Xcalibur software (ThermoFisher Scientific, San Jose, CA, USA) to visualize nucleoside mass spectra and to generate extracted ion chromatograms by using the theoretical [M+H] values of the target nucleosides within a range of ±0.0005 Da. Data are available on OxyDB, the *O. trifallax *genome database website. See Data Availability section for details.

### Data availability

The DNA immunoprecipitation and high-throughput sequencing data are available on Gene Expression Omnibus (GEO) [96]: Accession number [GSE41060]. Sanger traces from bisulfite-PCR sequencing are available as Additional files 7, 8, 9, 10, 11, 12, 13, 14, 15. UPLC-mass spectrometry data are available at OxyDB, the *O. trifallax *genome database website [43].

## Abbreviations

ACN: acetonitrile; bp: base pair; Ct: threshold cycle; DAPI: 4',6-diamidino-2-phenylindole; ddCt: delta-delta-Ct; DMAP1: DNA methyltransferase binding protein; Dnmt: DNA methyltransferase; FA: formic acid; kb: kilobases; MAC: macronucleus; MIC: micronucleus; IES: Internal Eliminated Sequence; IgG: immunoglobulin G; LC: liquid chromatography; MDS: Macronuclear Destined Sequence; MS: mass spectrometry; PCR: polymerase chain reaction; qPCR: quantitative PCR; TBE: Telomere-Bearing Element; TEBPα: Telomere End-Binding Protein α; TEBPβ: Telomere End-Binding Protein β; UPLC: ultra high performance liquid chromatography.

## Supplementary Material

Additional file 1 **The methyl cohort**. A list of chromosomes whose methylation was predicted by meDIP-seq and validated by bisulfite-PCR or qPCR. Columns labeled as 'signal' indicate the number of meDIP-seq reads at 46 h less the number of reads from vegetative DNA. For columns labeled 'bisulfite-qPCR' and '40 h dAza demethylated?', bold font denotes statistically significant effects relative to vegetative or untreated controls (Student's 1-tailed *t*-test for unequal variance, *p *< 0.05), while a 'yes' indicates an effect that was observed but did not reach statistical significance. 'n/a' indicates that the test was not performed. Click here for file

Additional file 2 **The CC motif cohort**. A list of chromosomes containing three or more CC motifs and that overlap substantially with the methylation and hydroxymethylation cohorts (Additional files 1 and 3). Click here for file

Additional file 3 **The hydroxymethyl cohort**. A list of chromosomes whose hydroxymethylation was predicted by meDIP-seq, with signal defined as in Additional file 1. Click here for file

Additional file 4 **Supplemental figure depicting bisulfite-PCR sequence analysis. (a) **Contig4414.0 following bisulfite treatment of 40 h DNA and PCR with C-to-T converted primers, which are not methyl-specific. **(b) **Contig4414.0 following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. **(c) **The 170 bp satellite following bisulfite treatment of vegetative and PCR with C-to-T converted primers, which are not methyl-specific. **(d) **The 170 bp satellite following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. **(e) **The transposon *TBE1 *following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. *TBE1, telomere bearing element 1*. Click here for file

Additional file 5 **Supplemental figure depicting Southern analysis for retention of 170 bp repeat and TBE1 transposon in 72 h azacitidine-treated cells. (a) **Southern hybridization. **(b) **quantification of (a). Click here for file

Additional file 6 **A table of primers used in this study**. All primers used for bisulfite PCR, bisulfite qPCR and Southern blotting experiments. Click here for file

Additional file 7 **Sanger sequencing data (in FASTA format) for Figure **6b. Bisulfite-treated *TEBP**α ***PCR product, MAC isoforms (smaller) shown in lane 9. *TEBP**α***, *Telomere End-Binding Protein **α***. MAC, macronucleus. Click here for file

Additional file 8 **Sanger sequencing data (in FASTA format) for Figure **6b. Bisulfite-treated *TEBP**α ***PCR product, MIC isoforms (larger) shown in lane 9. *TEBP**α***, *Telomere End-Binding Protein **α***. MIC, micronucleus. Click here for file

Additional file 9 **Sanger sequencing data (in FASTA format) for Figure **6c. Contig4414 bisulfite sequences. Click here for file

Additional file 10 **Sanger sequencing data (in FASTA format) for Figure **6d. Bisulfite sequences of *TEBP**α ***aberrantly spliced products. *TEBP**α***, *Telomere End-Binding Protein **α***. Click here for file

Additional file 11 **Sanger sequencing data (in FASTA format) for Additional file **4a. 

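The clones of Additional file 11 were aligned with those of Additional file 12. In a bisulfite clone, an unmodified cytosine of the strand read appears as T, or as A opposite it when the other strand was amplified. A retained C or G is read as a modified cytosine, though DNA that escaped conversion would also retain it. All 12 clones made with C-to-T converted primers carried mostly G-to-A changes. The cytosines of that strand were read from clones of the other strand, and 2 of 387 scored positions were retained, or 0.517% with an exact Clopper-Pearson 95% interval from 0.0626% to 1.85%. The clones come from 1 DNA preparation and are not biological replicates. The interval covers counting error only. The paper describes C-to-T converted primers as amplifying non-methylated DNA. This share is therefore neither the level of modification in the sample nor the rate of failed conversion.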

Sequences for Contig4414.0 following bisulfite treatment of 40 h DNA and PCR with C-to-T converted primers. Click here for file

Additional file 12 **Sanger sequencing data (in FASTA format) for Additional file **4b. 

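Of 16 clones of Contig4414.0 made with cytosine-retaining primers, 8 carried C-to-T changes and 7 carried G-to-A changes. One clone had no converted position, so its strand could not be assigned and it entered neither group. The share of retained cytosines per clone was 90.4% ± 3.04 (SD, n = 8 clones) on the first strand, over 130 cytosines, and 80.6% ± 16.6 (SD, n = 7 clones) on the second, over 42. Pooled over clones, 939 of 1039 and 237 of 294 positions were retained. Cytosine-retaining primers select molecules with retained cytosines, so these shares describe the amplified molecules only. The difference of 9.76 percentage points between strands was within the spread of the clones (exact two-sided permutation test, p = 0.153). The longest run of consecutive converted cytosines in a clone was 13 on the first strand, with 1 deleted position passed over, and 10 on the second.

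**Figure D2:**
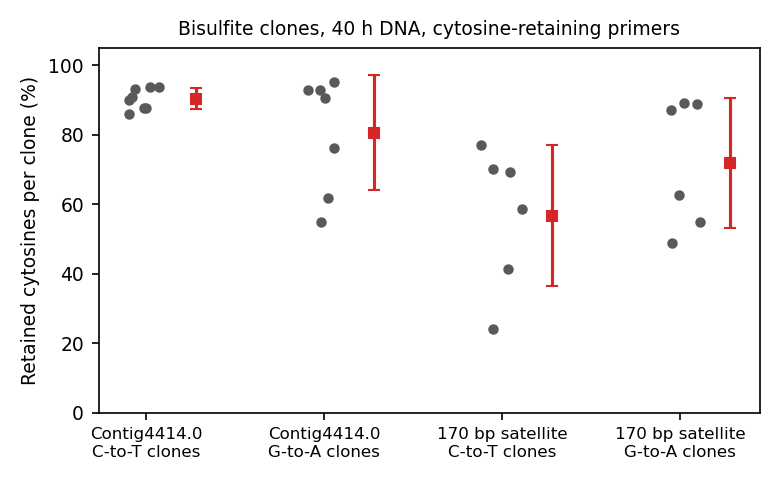
Retained cytosines per clone, in percent, for Contig4414.0 and the 170 bp satellite amplified with cytosine-retaining primers. Each grey point is a clone, and red squares with bars are the mean and SD of the clones with C-to-T or G-to-A changes, which lie at 90.4% and 80.6% for Contig4414.0 and at 56.7% and 71.9% for the satellite.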

Sequences for Contig4414.0 following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. Click here for file

Additional file 13 **Sanger sequencing data (in FASTA format) for Additional file **4c. 

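In the 27 clones of vegetative DNA amplified with C-to-T converted primers, all of which carried mostly C-to-T changes, 9 of 763 scored cytosines were retained. This is a pooled share of 1.18%, with an exact 95% interval from 0.541% to 2.23%. The highest share in a single clone was 6.67%, which was 2 of 30 positions. These primers select converted molecules, so the share gives neither the level of modification nor the rate of failed conversion.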

Sequences for the 170 bp satellite following bisulfite treatment of vegetative and PCR with C-to-T converted primers. Click here for file

Additional file 14 **Sanger sequencing data (in FASTA format) for Additional file **4d. Sequences for the 170 bp satellite following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. 

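The 12 satellite clones made with cytosine-retaining primers divided into 6 with C-to-T changes and 6 with G-to-A changes, in the orientation of the listed sequences. The share of retained cytosines per clone was 56.7% ± 20.2 (SD, n = 6 clones) in the first group and 71.9% ± 18.6 (SD, n = 6 clones) in the second. These groups did not differ beyond the spread of the clones (exact two-sided permutation test, p = 0.203). Adjusted by the Benjamini-Hochberg method over the 2 strand comparisons, for this repeat and for Contig4414.0, both p-values from the exact permutation tests were 0.203. Copies of the satellite differ in sequence, and a copy that has T or A where most clones have C or G counts here as converted, so the shares are lower limits in that respect.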

Click here for file

Additional file 15 **Sanger sequencing data (in FASTA format) for Additional file **4e. Sequences for the transposon *TBE1 *following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. *TBE1, telomere bearing element 1*. Click here for file

# Supplementary material for: Cytosine methylation and hydroxymethylation mark DNA for elimination in Oxytricha trifallax
**Source:** Genome Biol. 2012 Oct 17;13(10):R99. doi: 10.1186/gb-2012-13-10-r99

# A Contig4414.0 40hr bisulfite-treated DNA Nonmethyl-specific PCR (C-to-T converted oligos)

note: reverse strand tested, G convert to A (if unmethylated)

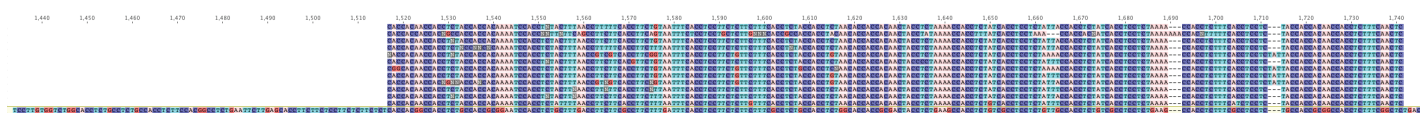

# B Contig4414.0 40hr bisulfite-treated DNA Methyl-specific PCR (C-retaining oligos)

Top=forward strand tested, C convert to T (if unmethylated)

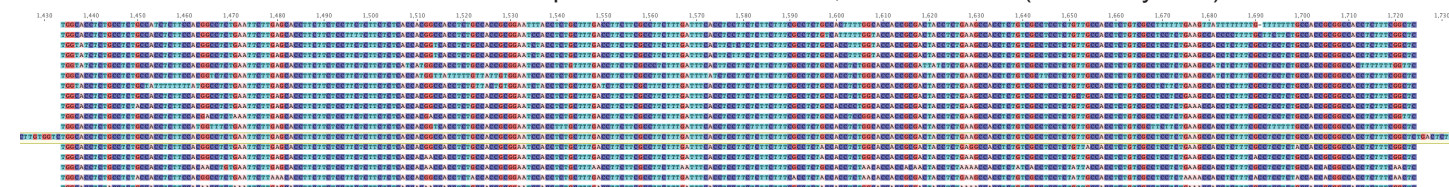

Bottom=reverse strand tested, G convert to A (if unmethylated)

# C bisulfite-treated vegetative DNA 170bp satellite non-methyl-specific

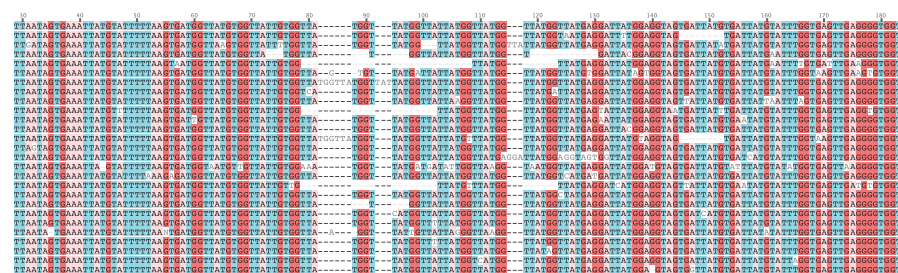

# D bisulfite-treated 40hr DNA 170 satellite methylation-specific

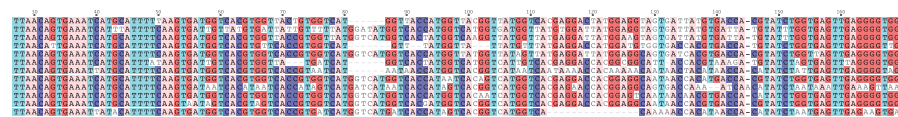

TBE1 40hr bisulfite-converted DNA, methyl-specific primers

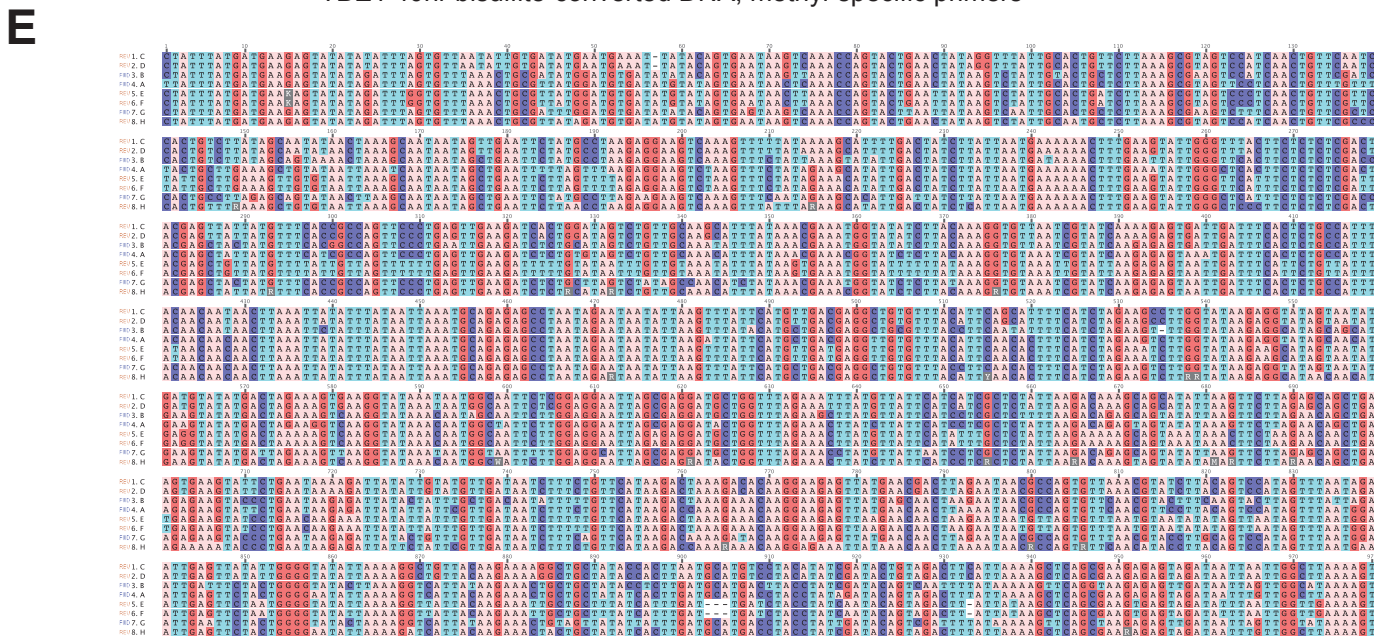

**Supplement:** Additional file 4 — Supplemental figure depicting bisulfite-PCR sequence analysis. (a) Contig4414.0 following bisulfite treatment of 40 h DNA and PCR with C-to-T converted primers, which are not methyl-specific. (b) Contig4414.0 following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. (c) The 170 bp satellite following bisulfite treatment of vegetative and PCR with C-to-T converted primers, which are not methyl-specific. (d) The 170 bp satellite following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. (e) The transposon TBE1 following bisulfite treatment of 40 h DNA and PCR with cytosine-retaining (methyl-specific) primers. TBE1, telomere bearing element 1.

How the deposited data were processed for this re-analysis (not part of the article)

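The data came from methyl-DNA immunoprecipitation sequencing of 6 libraries, 1 each for IgG, the methylcytosine antibody and the hydroxymethylcytosine antibody, from vegetative cells and from cells at 46 h. The libraries of both stages carried different indexes and were mixed before immunoprecipitation. The authors mapped the reads with BWA to the macronuclear assembly, computed the RPKM of each chromosome or contig and subtracted the vegetative RPKM from the 46 h RPKM of the same antibody. The version, the build and the treatment of reads that map to several places are not given in the sources used here. The score deposited by the authors is this difference, rounded to whole numbers, and it can be negative. Reads from repeats that map to several contigs, and sequence shared between alleles or chromosome isoforms, could therefore be divided in ways that the scores do not show.

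From the deposited scores, chromosomes past the thresholds that the paper states were counted, with an mC signal above 100, and with an hmC signal of at least 40 and a ratio to IgG of at least 1.5. A chromosome with an IgG signal at or below 0 failed the ratio. Correlations were computed across chromosomes, without p-values. The lists of Additional files 1 to 3 were matched to the tables by contig name, and 230 of 231 values listed there lay within 0.5 of the deposited score. The largest difference was 1. The median of a list was set beside those of 10000 random lists matched in 10 bins of the absolute IgG signal. The method was tested on simulated data, with 200 unchanged and 200 raised lists of 25 chromosomes among 22393. All lists raised by 10 (100%) reached the 99th percentile, and 100% of unchanged lists stayed below the 95th. With the ties between whole-number scores broken by a random jitter, 92% of 200 unchanged lists did so. In 100 further lists drawn from chromosomes of high absolute IgG signal, the unchanged lists had a median percentile of 50.5 when matched and 0 when not matched.

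The chromosomes named were fixed before the data were examined: those that the paper names or lists in Additional files 1 to 3, whose values there had been seen, the highest 10 by mC and by hmC, the lowest 5 by each, the highest 5 by IgG, and every sequence of the MIC table. The alternatives were fixed at the same time, except the matching on signed IgG signal and the assignment of 1 bisulfite clone to a strand. The paper gives the reads per library as a range, and the tables hold neither the total of each library nor the depth of each chromosome, so the precision of a single score cannot be stated, and with 1 library per stage and antibody no test between stages was made. Coordinates, sequence and base composition of the chromosomes are not used here.

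Bisulfite clones of Contig4414.0 and of the 170 bp satellite in Additional files 11 to 14 were aligned with MAFFT 7.526. The strand of a clone was taken from whether it carried more C-to-T or more G-to-A changes, and the cytosines of each strand were read from the clones of the other strand, as the base present in the majority of at least 3 such clones. Positions with N, a gap or another base were left out. Intervals are exact Clopper-Pearson intervals at 95%, and strands were compared by exact permutation tests over clones. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.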

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

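All of the tests of explanations in this part were chosen after the values were seen. Some sequences that the paper does not list had an hmC signal of at least 40 that was above their IgG signal, though none of them had a ratio to IgG of at least 1.5, which the paper required of MAC chromosomes.

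Contig7838.0 had an hmC signal of 172 in the authors' deposited table, the highest of the MAC chromosomes, beside an IgG signal of 135 and an mC signal of 117. It is in none of Additional files 1 to 3. Its ratios of hmC and mC to IgG, 1.27 and 0.867, lay within the ranges of the MIC sequences, which were 0.567 to 2.04 and 0.233 to 2.41. A candidate explanation is that it is a micronuclear sequence left in the MAC table. However, 10 of 24 other MAC chromosomes with an IgG signal of at least 40 also lay within both ranges, so that this and a MAC chromosome of raised copy number cannot be told apart without the vegetative values and the sequence. Reads shared with a MIC repeat stay open too, as does modification of the chromosome itself.

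Together with Contig7838.0, 7 MAC chromosomes in no list had an hmC signal of at least 40 that was above IgG. The other 6 had ratios of hmC to IgG from 1.02 to 1.36, below the ratio that the paper required. No explanation was tested for them. A rise in copy number, non-specific binding and modification all stay open.

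In the MIC table, 44 of 56 sequences are in neither Additional file 1 nor Additional file 3, and 21 of these had an hmC signal of at least 40 that was above IgG. Their highest ratio of hmC to IgG was 1.41, and the 6 MIC sequences with a ratio of at least 1.5 are all in the lists. Of the 21, 3 also had an mC signal above 100 and above IgG. The authors' deposited table gave an mC signal of 796 for Contig8287.0, 291 for Contig1610.0 and 189 for Contig2014.0, which were 1.10, 1.2 and 1.21 times their IgG signals. For hmC the ratio was 1.34 for Contig8287.0 and 1.30 for Contig2014.0, and the highest ratio was that of Contig1610.0. Every MIC sequence had a positive signal with IgG, so a rise in copy number at 46 h, which the paper reports for MIC sequences, stays open for all of these values and was not tested. A difference in how the antibodies bind unmodified DNA of different base composition stays open, as the sequences were not used here.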

How the results depend on the processing

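The alternatives below were fixed before the data were examined, except those said to be chosen afterwards. No paired analysis was possible because each stage and antibody has 1 library, and for the same reason no replicate was left out in turn.

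The sizes of the cohorts depended on their thresholds. The 12 chromosomes of the mC cohort became 43 at a threshold of 50. They numbered 8 at 150, and 10 both with the IgG signal taken off and with a ratio to IgG of at least 1.5. The 2 chromosomes below -100 became 13 at -50. With IgG taken off there were also 2, of which 1 was shared, since Contig9967.0.1 rose to -29 and Contig9213.0, at -216, entered through its high IgG signal. The 28 chromosomes of the hmC cohort became 46 at a threshold of 30, 17 at a threshold of 50 and 18 with a ratio of at least 2. When both criteria were replaced by an hmC signal at least 40 above IgG there were 12, of which 10 had an hmC signal of at least 40 and 9 were in the cohort. With a ratio of at least 1.2 there were 31, and 29 when an IgG signal at or below 0 passed.

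The 8 chromosomes shared by both cohorts became 13 with an mC threshold of 50 and 5 with one of 150. There were 8 with an hmC threshold of 30, 6 with one of 50 and 9 when an IgG signal at or below 0 passed. Under each of these, and with random lists not matched or matched on signed IgG signal (chosen after seeing the data), the number shared lay at a percentile of 100 among the random lists.

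The median mC signal of the CC motif cohort was 61, and it was 41 without the members of the mC cohort and 43 with IgG taken off. The median hmC signal was 18, and became 10 and 9 under the same alternatives. The percentile among random lists was 100 for each of these and for lists not matched, and 99.98 for hmC with lists matched on signed IgG signal. Among MIC sequences, 50 had more hmC than mC signal, and 38 when hmC had to be at least 1.5 times mC. Division by the median absolute deviation of the MAC signals, which was 1 for both mC and hmC, changes no value and so tests nothing.

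Without the members of the mC and hmC cohorts, Pearson's r became 0.468 for mC with IgG, 0.599 for hmC with IgG and 0.713 for mC with hmC, and Spearman's rho became 0.369, 0.451 and 0.596. The cause of these changes was not tested.

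The difference between strands in the bisulfite clones of Contig4414.0 was 9.76 percentage points. When the clone with no converted position was counted with one strand or the other, a choice made after seeing the data, it was 10.8 (p = 0.0983) or 7.34 (p = 0.275) by exact permutation tests. The paper gives the reads per library only as a range, and the depth behind each chromosome is unknown, which limits every signal, and signals near 0 cannot be told from no change.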

Differences from the paper's values

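The paper describes runs of consecutive unmethylated cytosines of up to 8 in some clones. In the clones aligned here the longest run was 13 for Contig4414.0 and 14 for the 170 bp satellite. In the satellite, copies with another base at a position count as converted. No alternative set before the data were examined applies to this measure.

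The number of MAC chromosomes with an mC signal above 100 was 12, and the paper gives 11. The additional one is Contig7838.0. A ratio of mC to IgG of at least 1.5 as well leaves out Contig7838.0 and also Contig5413.0, which the paper lists. The number meeting both hmC thresholds was 28, and the paper gives 29. Contig21773.0, which Additional file 3 lists, had a ratio of hmC to IgG of 1.48, and it passes with a ratio of at least 1.2. The paper gives 9 chromosomes in both cohorts, and 8 were found. When an IgG signal at or below 0 passed the ratio, the numbers were 29 and 9, through Contig5413.0 and not through Contig21773.0. The paper gives 58 MIC contigs, and the table holds 56 sequences, of which 55 are contigs of the assembly.

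The paper describes ribosomal protein chromosomes as enriched only for hydroxymethylcytosine in the legend of Fig. 4. In the authors' deposited table the L12 chromosome Contig22477.0 had an mC signal of 63 beside an IgG signal of 28, and the L23 chromosome Contig1434.1 an mC signal of 45 beside 8, while the S8e chromosome Contig16691.0 had 10 beside 13. Contig21017.0, annotated as ribosomal protein S5 in Additional file 2, had an mC signal of 56, an hmC signal of 38 and an IgG signal of 13 in the authors' deposited table. Other ribosomal protein chromosomes are not analysed here. Both rRNA chromosomes had less mC than IgG signal.

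For the 170 bp satellite the paper reports the higher share of modified cytosines on the forward strand, at 71%, and 54% on the reverse strand. In the orientation of the listed sequences the pooled share was 56.2% on the strand with C-to-T changes and 72.3% on the strand with G-to-A changes, so that the values lie close to the paper's when the direction is exchanged. For Contig4414.0 the paper reports 91% and 84%, and the pooled shares were 90.4% and 80.6%.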

Other observations

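The tests of signal against the number of CC motifs and of the strands of the clones were chosen before their results were seen. The other tests in this part were chosen after the values were seen.

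The signal of the CC motif chromosomes may rise with the number of motifs. Among the 17 listed chromosomes outside the methylation cohort, Spearman's rho between the number of motifs in Additional file 2 and the mC signal was 0.518 and Pearson's r 0.535, with rho higher than in 98.3% of 10000 shuffles of the motif numbers. For hmC rho was 0.414 and r 0.409, with rho higher than in 94.7%, which leaves the relation open for 17 chromosomes. For IgG, the control, rho was 0.157 and r 0.349, with rho higher than in 72.5%. Over all 25 listed chromosomes, rho was 0.599 for mC, 0.526 for hmC and 0.451 for IgG, and that of IgG was higher than in 98.97% of shuffles, so the control rose with motif number as well. Chromosomes with fewer than 3 motifs are not listed, a motif count may also follow the cytosine content of a chromosome, which was not tested, and 6 relations were computed, over chromosomes that are not independent replicates. A weak binding of the antibody to cytosine-rich unmodified DNA whose copy number rose at 46 h therefore stays open beside methylation at the motif.

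Whether the methylation cohort could reflect copy number was examined with the IgG signal. For Contig5413.0 it was -31 in the authors' deposited table, which argues against a rise in copy number as the source of its mC signal. The other 11 chromosomes above the threshold had IgG signals above 0, as did 26.0% of all MAC chromosomes. For 9 of these 11, the ratio of mC to IgG ran from 3.84 to 7.5, above the highest ratio of the MIC sequences, 2.41, which argues against a rise in copy number alone, with the antibody bound as by the MIC sequences. The other 2, Contig604.1 and Contig7838.0, lay within the range of the MIC sequences, so that a rise in copy number alone stays open for them. The 79 MAC chromosomes outside the cohort with an IgG signal at least as high as the lowest of these, 23, had a median mC signal of 11. As they were taken from outside the cohort, none of them could have had an mC signal above 100, so this comparison decides nothing. A rise multiplied by stronger binding of the mC antibody to the unmodified DNA of particular chromosomes cannot be told apart from methylation in these 11 by the meDIP-seq signals, because the ratio of the 46 h to the vegetative RPKM is needed. For Contig4414.0, the bisulfite clones retained most cytosines, as modified molecules would. The primers select for retained cytosines, so the share of such molecules is not known. DNA that escaped conversion would also be amplified, and no vegetative clones made with these primers were scored. Taken alone, these clones therefore do not decide between modification and failed conversion. On failed conversion, the paper reports no detectable bisulfite PCR product from vegetative DNA with cytosine-retaining primers. Its qPCR of bisulfite-treated vegetative DNA generally gave values close to a water control. The paper's bisulfite PCR and qPCR of cohort chromosomes were not analysed here.

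Noise of the subtraction would fill both tails alike. Below -100 there were 2 chromosomes by mC against 12 above 100, and at -40 or below there were 9 by hmC against 39 at 40 or above, which argues against noise equal in both directions as the whole source of either cohort. The same imbalance was present in the IgG control, with 25 chromosomes at 40 or above and 8 at -40 or below, and with 2 above 100 and 0 below -100. The imbalance therefore arises also without an antibody to a modified base. In the hmC cohort, 11 of 28 chromosomes had a ratio of hmC to IgG above the highest of the MIC sequences, 2.04, by more than rounding. Some of these 11 ratios rest on small IgG signals, such as 8 for Contig22293.0 and for Contig1434.1. The remaining chromosomes did not exceed 2.04 by more than rounding, so a rise in copy number alone stays open for the cohort as a whole. Differences between the 2 DNA preparations, with 1 library per arm, stay open.

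Binding of the hmC antibody to methylcytosine was considered for the rRNA chromosomes. In both, 2 of 2, the mC signal was below the IgG signal, with ratios of 0.485 and 0.70. The same held for 44 of 56 MIC sequences, and the median ratio over all 56 was 0.528. A ratio below 1 therefore does not show that methylcytosine was absent, and binding to it stays open for the rRNA chromosomes. In the hmC cohort, 5 of 28 chromosomes had an mC signal below IgG, both rRNA chromosomes included.

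Contig9213.0 had the highest IgG signal of the MAC chromosomes, 192 in the authors' deposited table. Its mC signal was -24 and its hmC signal 6. A rise in copy number would raise all 3 signals, as in each of the 56 MIC sequences, and is argued against by the negative mC signal. An event in a single IgG library, such as over-amplified fragments, stays open and was not tested.

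Contig4510.0, used by the paper as a negative control, ranked 54 of 22393 by mC signal and 37 by IgG signal. Its mC signal was 1.29 times its IgG signal, so the mC rank alone does not show methylation. No explanation was tested.

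In the MIC part of Additional file 1, the columns headed as membership of the CC and hmC cohorts hold numbers. For each of the 5 sequences they match, to 3 significant digits, the ratio of mC to IgG and the ratio of mC to hmC of the signals listed beside them, for example 2.41 and 1.88 for Contig1199.1.

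The strands of the Contig4414.0 clones differed by 9.76 percentage points. Without the 2 clones of lowest retention on each strand the difference was 2.01, but these clones were chosen by the outcome, so clones with long converted runs as the source of the difference cannot be told apart from a difference between strands.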
